# Neutrophil-specific deletion of the CARD9 gene expression regulator suppresses autoantibody-induced inflammation *in vivo*

**DOI:** 10.1038/ncomms11004

**Published:** 2016-04-01

**Authors:** Tamás Németh, Krisztina Futosi, Cassian Sitaru, Jürgen Ruland, Attila Mócsai

## Abstract

Neutrophils are terminally differentiated cells with limited transcriptional activity. The biological function of their gene expression changes is poorly understood. CARD9 regulates transcription during antifungal immunity but its role in sterile inflammation is unclear. Here we show that neutrophil CARD9 mediates pro-inflammatory chemokine/cytokine but not lipid mediator release during non-infectious inflammation. Genetic deficiency of CARD9 suppresses autoantibody-induced arthritis and dermatitis in mice. Neutrophil-specific deletion of CARD9 is sufficient to induce that phenotype. *Card9*^−/−^ neutrophils show defective immune complex-induced gene expression changes and pro-inflammatory chemokine/cytokine release but normal LTB_4_ production and other short-term responses. *In vivo* deletion of CARD9 reduces tissue levels of pro-inflammatory chemokines and cytokines but not LTB_4_. The CARD9-mediated signalling pathway involves Src-family kinases, Syk, PLCγ2, Bcl10/Malt1 and NFκB. Collectively, CARD9-mediated gene expression changes within neutrophils play important roles during non-infectious inflammation *in vivo* and CARD9 acts as a divergence point between chemokine/cytokine and lipid mediator release.

## Abstract (web summary)

Neutrophils play an important role in antimicrobial host defence but can also contribute to non-infectious inflammatory processes. Here the authors show that adaptor protein CARD9 expressed in neutrophils is involved in the development of sterile auto-antibody-mediated inflammatory reactions.

Neutrophils are short-lived, terminally differentiated cells that play critical roles in antimicrobial host defence and also contribute to autoimmune and other non-infectious inflammatory processes^1^,^2^,^3^. Unlike the long-lived macrophages and dendritic cells, neutrophils have limited transcriptional activity but instead show robust short-term effector functions such as phagocytosis, respiratory burst, degranulation or NET release. The dissociation of neutrophil function from gene expression is best exemplified by the fact that anuclear neutrophils that have expelled their DNA through NETosis are still capable of performing various *in vivo* antimicrobial functions^4^. Based on their short lifespan, limited transcriptional activity and robust short-term effector functions, neutrophils are generally believed to be simple effector cells of the immune and inflammatory reaction.

However, neutrophils have also been shown to be able to upregulate pro-inflammatory gene expression and to release various chemokines and cytokines^5^,^6^. Those non-conventional functional responses may indicate a more general role of neutrophils in the orchestration of the immune/inflammatory response^1^,^3^,^6^. Unfortunately, it is still unclear whether inflammation-related gene expression changes in neutrophils (and the resulting chemokine/cytokine production) are just evolutionary remnants from the macrophage-related origin of these cells, or they play an important functional role during the *in vivo* inflammation process. This uncertainty is primarily due to the fact that none of the currently available *in vivo* models allow suppression of gene expression changes in such a manner that it is both selective for neutrophils and it also retains other functional responses of neutrophils intact.

Caspase recruitment domain-containing protein 9 (CARD9) is an intracellular adapter protein primarily expressed in myeloid-lineage cells and couples C-type lectin receptors to NFκB-mediated gene expression^7^. CARD9 plays a critical role in host defence against fungal pathogens in both mice^8^,^9^,^10^ and humans^11^,^12^, and it is also involved in immunity against other microbial infections^7^,^13^. In addition to its antimicrobial function, human genetic studies have also linked CARD9 to highly prevalent human diseases of non-infectious origin such as inflammatory bowel disease^14^,^15^,^16^,^17^, ankylosing spondylitis^18^,^19^, rheumatoid arthritis^20^ or IgA nephropathy^21^. However, it is still unclear whether CARD9 indeed participates in non-infectious inflammation and if so, what are the cellular and molecular pathways involved. In addition, though the analysis of CARD9 function has so far focused on dendritic cells and macrophages, CARD9 is also present in neutrophils^12^,^22^ and the ImmGen database^23^ indicates that neutrophils express the highest level of CARD9 within the immune system. Unfortunately, the role of CARD9 in neutrophils is still very poorly understood.

Autoantibody-induced sterile inflammation is an important component of autoimmune disease pathogenesis. Its experimental models^24^,^25^,^26^ mimic important aspects of human rheumatoid arthritis, bullous pemphigoid and epidermolysis bullosa acquisita. Autoantibody-induced inflammation is mediated by sequential activation of lipid (LTB_4_), cytokine and chemokine cascades^27^. Neutrophils are critically involved in autoantibody-induced sterile inflammation^2^,^28^ and we have previously shown that autoantibody-induced inflammation is mediated by signalling through Src-family kinases, Syk and PLCγ2 (refs 29, 30, 31, 32). However, it is at present unclear how signalling downstream of those receptor-proximal molecules triggers lipid, chemokine and cytokine release.

The lack of knowledge on the contribution of neutrophil gene expression to *in vivo* inflammation, on the role of CARD9 in non-infectious inflammation and neutrophil function and on how receptor-proximal signalling molecules are coupled to inflammatory mediator release, prompted us to investigate the role of CARD9 in autoantibody-mediated *in vivo* inflammation models. Our results indicate that CARD9 mediates autoantibody-induced inflammation by acting as a divergence point downstream of receptor-proximal signalling molecules triggering chemokine and cytokine but not lipid mediator (LTB_4_) release. Importantly, lineage-specific studies revealed that those functions are primarily linked to CARD9 expression within neutrophils, indicating a critical contribution of neutrophil gene expression and chemokine/cytokine release to the overall *in vivo* inflammatory reaction.

## Results

### The role of CARD9 in autoantibody-induced arthritis

To test the role of CARD9 in non-infectious inflammation, we tested the effect of CARD9 deficiency on autoantibody-induced arthritis development in the K/B × N serum-transfer model^30^. We have used two independent CARD9-deficient mouse strains (Supplementary Fig. 1a) that were homozygous either for the conventional *Card9*^tm1Jrld^ knockout mutation (referred to as *Card9*^−/−^ mice) or for the so-called knockout-first^33^ *Card9*^tm1a(EUCOMM)Hmgu^ mutation (referred to as *Card9*^−/− (EUCOMM)^ mice). CARD9 was absent from bone marrow (Supplementary Fig. 1b) and spleen (Supplementary Fig. 1c) cell lysates of both mutant strains. As indicated in Fig. 1a, *Card9*^−/−^ mice showed substantially reduced signs of arthritis development. Quantification of the visible clinical signs (Fig. 1b; *P*=0.0028; two-way analysis of variance (ANOVA)), ankle thickening (Fig. 1c; *P*=0.0047; two-way ANOVA) and the ability of the mice to hold on to the bottom of a wire grid (Fig. 1d; *P*=2 × 10^−4^; two-way ANOVA) all confirmed highly significant protection from disease development. Similarly, *Card9*^−/− (EUCOMM)^ mice were also strongly protected from visible signs of arthritis (Fig. 1e; *P*=6.6 × 10^−4^; two-way ANOVA) and ankle thickening (Fig. 1f; *P*=0.0038; two-way ANOVA). Therefore, CARD9 plays a major role in the development of autoantibody-induced arthritis.

We have also generated bone marrow chimeras by transplanting CARD9-deficient bone marrow cells to lethally irradiated wild-type recipients. Similar to intact mice, *Card9*^−/−^ bone marrow chimeras also showed partial protection from arthritis development in the K/B × N serum-transfer model (Supplementary Figs 2a–d; *P* values between 9.1 × 10^−11^ and 1.6 × 10^−4^; two-way ANOVA), indicating a role for CARD9 in a radiosensitive hematopoietic compartment.

### The role of CARD9 in autoantibody-induced skin blistering

We have also tested the effect of CARD9 deficiency on dermatitis triggered by systemic administration of antibodies against collagen VII (a mouse model of the human blistering skin disease epidermolysis bullosa acquisita). *Card9*^−/−^ mice were substantially, though not completely protected from the visible skin disease (Fig. 2a), which was also confirmed by quantitative analysis of the body surface area affected (Fig. 2b; *P*=0.017; two-way ANOVA) and the overall disease severity score (Fig. 2c; *P*=0.022; two-way ANOVA). This was not due to the reduced circulating autoantibody concentration since serum levels of collagen VII-specific IgG were similar in wild-type and *Card9*^−/−^ mice (Fig. 2d; *P*=0.95; two-way ANOVA).

### Role of CARD9 in leukocyte recruitment and migration

Flow cytometric analysis of myeloid cells in the synovial infiltrate (Fig. 3a,b) revealed reduced accumulation of neutrophils (*P*=0.0041; Student's *t*-test) and macrophages (*P*=0.026; Student's *t*-test) at the site of inflammation in *Card9*^−/−^ mice subjected to K/B × N serum-transfer arthritis. To reveal whether that reduction was due to a cell-autonomous migration defect, we generated mixed bone marrow chimeras carrying CD45.1-expressing wild type, along with CD45.2-expressing wild type or *Card9*^−/−^ hematopoietic tissues (WT: WT and WT: *Card9*^−/−^ chimeras, respectively). Those chimeras were subjected to K/B × N serum-transfer arthritis and the ability of myeloid cells from the different genotypes to infiltrate the inflamed synovium was tested by comparing the ratio of CD45.1-expressing and CD45.2-expressing cells in the peripheral blood and synovial infiltrate. As shown in Fig. 3c and Supplementary Fig. 3a, no significant difference between the percentage of CD45.2-positive neutrophils in the blood and synovium was observed in any of the mixed bone marrow chimeras irrespective of the genotype (wild type or *Card9*^−/−^) of the CD45.2-positive population (*P*=0.80 for normalized data shown in Supplementary Fig. 3a; Student's *t*-test). Similarly, the percentage of CD45.2-positive monocytes in the blood was always similar to that of CD45.2-positive macrophages in the synovium, irrespective of the genotype of the CD45.2-positive cells (Fig. 3d and Supplementary Fig. 3b; *P*=0.56; Student's *t*-test). Those results indicated that *Card9*^−/−^ myeloid cells did not have an intrinsic migration defect *in vivo*.

We also tested the intrinsic migratory capacity of neutrophils in *in vitro* transwell assays. As shown in Fig. 3e, the *Card9*^−/−^ mutation did not affect the migration of neutrophils towards fMLP (*P*=0.71; two-way ANOVA), MIP-2 (CXCL2; *P*=0.53; two-way ANOVA) or LTB_4_ (*P*=0.92; two-way ANOVA) as chemoattractants either.

Taken together, *Card9*^−/−^ myeloid cells show partially reduced accumulation at the site of inflammation despite no cell-autonomous migration defect.

### Decreased chemokine and cytokine but not LTB_4_ levels *in vivo*

To resolve the apparent contradiction between partially reduced accumulation but normal intrinsic migratory capacity of *Card9*^−/−^ myeloid cells, we hypothesized that CARD9 was required for the generation of an appropriate inflammatory (chemoattractant) tissue microenvironment. Therefore, we tested the presence of various pro-inflammatory mediators in the synovial infiltrate. As shown in Fig. 4a,b, the *Card9*^−/−^ mutation led to a strong reduction of the levels of various chemokines acting on myeloid cells, including KC (CXCL1; *P*=0.011; two-way ANOVA), MIP-1α (CCL3; *P*=0.0013; two-way ANOVA) and MIP-2 (CXCL2; *P*=0.027; two-way ANOVA), as well as the IL-1β cytokine (*P*=2.5 × 10^−5^; two-way ANOVA). Interestingly, however, the *Card9*^−/−^ mutation did not affect the level of the lipid chemoattractant LTB_4_ at the site of inflammation (Fig. 4c; *P*=0.77; two-way ANOVA). Those results likely explain the substantially but not completely reduced accumulation of myeloid cells in the inflamed synovium.

### Neutrophil CARD9 is required for *in vivo* inflammation

The importance of neutrophils in autoantibody-induced inflammation^28^,^34^ and the apparent role of CARD9 in a radiosensitive hematopoietic compartment (Supplementary Fig. 2) raised the possibility that CARD9 expressed in neutrophils was required for the autoantibody-induced arthritis and dermatitis response. The availability of the *Card9*^tm1a(EUCOMM)Hmgu^ allele that allows further manipulation towards lineage-specific deletion provided a unique opportunity to test the functional relevance of CARD9 specifically within the neutrophil lineage.

Using FRT-mediated manipulation of the *Card9*^tm1a(EUCOMM)Hmgu^ knockout-first allele (Supplementary Fig. 4), we have generated mice carrying the *Card9*^tm1c(EUCOMM)Hmgu^ (referred to as *Card9*^flox^) floxed allele and bred those mice to MRP8-Cre^35^ transgene-expressing mice to generate MRP8-Cre^+^*Card9*^flox/flox^ (referred to as *Card9*^ΔPMN^) mice with lineage-specific deletion of CARD9 specifically in the neutrophil compartment (Supplementary Fig. 4). As shown in Fig. 5a, FACS-sorted *Card9*^−/−^ neutrophils had no detectable CARD9 expression, whereas the level of CARD9 was strongly reduced (though not completely absent) in similarly sorted *Card9*^ΔPMN^ neutrophils. However, in agreement with prior studies showing high selectivity of the MRP8-Cre transgene^35^,^36^, the *Card9*^ΔPMN^ mutation did not affect CARD9 expression in bone marrow-derived macrophages (Fig. 5b). Those results confirmed the effective and specific deletion of CARD9 from *Card9*^ΔPMN^ neutrophils.

We next tested the effect of the *Card9*^ΔPMN^ mutation on K/B × N serum-transfer arthritis. As shown in Fig. 5c, both the *Card9*^−/−^ (*P*=1.4 × 10^−6^; two-way ANOVA) and the *Card9*^ΔPMN^ (*P*=4 × 10^−4^; two-way ANOVA) mutations caused a substantial but incomplete reduction of the clinical arthritis score. Similarly, the ankle-thickening response (Fig. 5d) was reduced in both *Card9*^−/−^ (*P*=4.3 × 10^−4^; two-way ANOVA) and *Card9*^ΔPMN^ (*P*=0.0069; two-way ANOVA) mutants. Importantly, there was practically no difference between the effect of neutrophil-specific and complete CARD9 deficiency in either assay readouts tested (*P* values between 0.47 and 0.56; two-way ANOVA).

We have also subjected the same mutants to the autoantibody-induced skin blistering disease model. As shown in Fig. 5e, both the *Card9*^−/−^ (*P*=4.6 × 10^−6^; two-way ANOVA) and the *Card9*^ΔPMN^ (*P*=1.7 × 10^−5^; two-way ANOVA) mutants were significantly but not completely protected from disease development defined as the body area affected. Similarly, the clinical score (Fig. 5f) was reduced in both *Card9*^−/−^ (*P*=1.6 × 10^−4^; two-way ANOVA) and *Card9*^ΔPMN^ (*P*=7.5 × 10^−5^; two-way ANOVA) mutants. Again, the two mutant strains showed practically identical phenotypes in both assay readouts tested (*P* values between 0.17 and 0.69; two-way ANOVA).

Taken together, the defective arthritis and dermatitis development in *Card9*^−/−^ mice is mostly due to the role of CARD9 within the neutrophil compartment.

### Reduced neutrophil chemokine/cytokine but not LTB_4_ release

Given the *in vivo* role of CARD9 within neutrophils, we next tested various *in vitro* functions of *Card9*^−/−^ neutrophils. Those experiments focused on immune complex-induced activation as an *in vitro* model of autoantibody-induced *in vivo* activation.

Although *Card9*^−/−^ neutrophils lacked the CARD9 protein (Supplementary Fig. 5a), they expressed normal levels of the neutrophil maturation marker Ly6G (Supplementary Fig. 5b), and showed normal expression of cell surface FcγRII/III and FcγRIV (Supplementary Fig. 5c).

CARD9 deficiency did not affect immune complex-induced short-term functional responses of neutrophils such as superoxide release (Fig. 6a; *P*=0.79; two-way ANOVA) or the exocytosis of gelatinase-containing granules (Fig. 6b). However, CARD9 deficiency markedly reduced the immune complex-induced release of MIP-1α (*P*=0.0079; two-way ANOVA) and MIP-2 (*P*=1.2 × 10^−7^; two-way ANOVA) chemokines from neutrophils (Fig. 6c). As shown in Fig. 6d, *Card9*^−/−^ neutrophils also showed strong reduction of the immune complex-induced expression of the genes encoding for IL-1β (*P*=0.018; two-way ANOVA), KC (*P*=6.0 × 10^−16^; two-way ANOVA), MIP-1α (*P*=9.6 × 10^−7^; two-way ANOVA) and MIP-2 (*P*=6.2 × 10^−8^; two-way ANOVA).

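Neutrophils from wild-type and *Card9*-/- mice were kept for 4 h on a control surface or on a surface of immobilized immune complexes (IC), in aliquots of 500 μl. For each sample, 150 ng of total RNA were labelled and hybridized to an Affymetrix mouse gene array, on which a set of probes reads each transcript cluster, usually the transcripts of a single gene. Each of 3 experiments, which the labels give as separate time points, held all 4 groups (wild type control, wild type IC, *Card9*-/- control and *Card9*-/- IC), so that there were 3 arrays per group and 12 in all. The deposited table holds log2 signals of 35556 rows, normalized by the authors by a method that is not given in the sources used here. The highest array median was 5.75 in experiment 1, 5.93 in experiment 2 and 5.39 in experiment 3. The correlation between arrays, taken across rows, which are not independent replicates, was 0.985 to 0.997 within an experiment and 0.944 to 0.986 between experiments. The 6612 rows whose identifiers lie outside the annotated range, read here as control probe sets, were left out. Of the 28944 transcript clusters tested, 21789 name exactly 1 gene, 1621 name several and 5534 name none. The values were used as deposited in a limma fit of the 4 groups with the experiment as a block, and p values were adjusted by the Benjamini-Hochberg method over all clusters. Arrays give no read depth, and their number limits the precision.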

We have also performed complementary DNA (cDNA) microarray analysis to test whether the reduced upregulation of chemokine and cytokine genes reflected a generalized defect of immune complex-induced gene expression (Fig. 6e,f; Supplementary Table 1). As shown in the heat map of the 50 most highly upregulated genes (Fig. 6e), CARD9 deficiency led to an overall decrease of immune complex-induced upregulation of neutrophil gene expression, including expression of various genes expressing pro-inflammatory mediators. 

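Of the 50 transcript clusters of the heat map, which the study chose by the IC response of these same wild-type cells, 40 had a higher signal on the IC surface than on the control surface in all 3 wild-type experiments and 21 in all 3 *Card9*-/- experiments. *Il1a*, which encodes IL-1α (transcript cluster 10487588), had a log2 difference between the surfaces of 2.42 (standard error 0.35, n = 3 experiments) in wild-type cells and of 0.64 in *Card9*-/- cells (0.29 without experiment 3). For *Saa3*, which encodes an acute-phase serum amyloid A, this difference was 1.73 in wild-type cells and −0.16 in *Card9*-/- cells (−0.055 without experiment 2). *Tnf*, *Icam1* and *Nfkbie*, which encode TNF, an adhesion molecule and an inhibitor of NF-κB, were above the control in all 3 wild-type experiments and below it in all 3 *Card9*-/- experiments, with mean log2 differences of 1.19, 1.11 and 1.01 in wild-type cells and of −0.32, −0.35 and −0.18 in *Card9*-/- cells. Without experiment 1 the wild-type differences were 0.56, 0.52 and 0.51, and without experiment 2 the *Card9*-/- differences were −0.12, −0.15 and −0.053. The mean response was smaller in *Card9*-/- cells for 47 of the 50 clusters, and it was smaller in all 3 experiments for 28. It was larger on average for *Clec4n*, which encodes Dectin-2 (1.60 in wild-type and 2.16 in *Card9*-/- cells), for *Csf1*, which encodes M-CSF (1.14 and 1.35), and for *Cd14* (1.17 and 1.22). In experiment 3 *Clec4n* had a smaller response in *Card9*-/- cells (0.44 in wild-type and 0.07 in *Card9*-/- cells). Without experiment 1 the means were 0.72 and 1.09 for *Clec4n* and 0.585 and 0.579 for *Cd14*, whose direction thus turned.

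**Figure D1:**
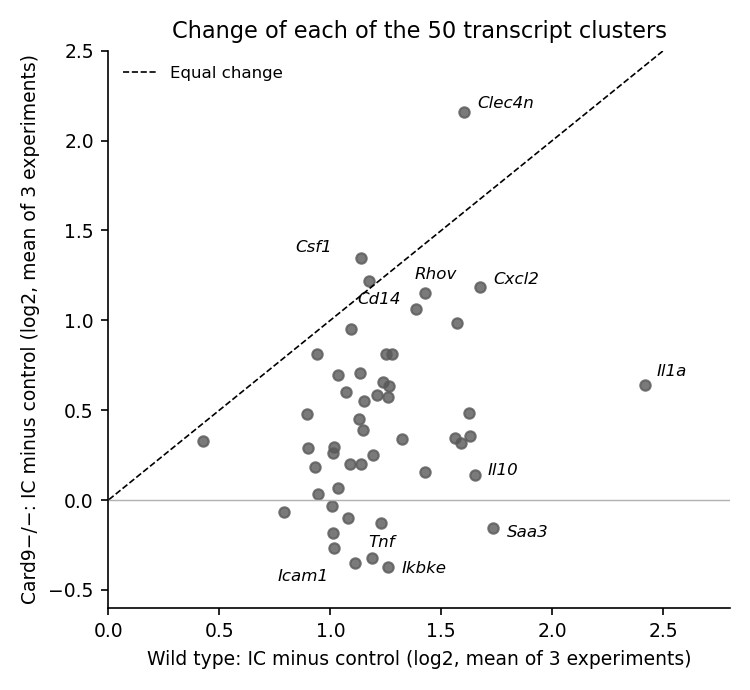
Mean log2 difference between the IC and the control surface over 3 experiments for each of the 50 transcript clusters, in wild-type cells (horizontal axis) and in *Card9*-/- cells (vertical axis). The dashed line marks equal differences, and 3 points, *Clec4n*, *Csf1* and *Cd14*, lie above it.

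In the limma test of the response in wild-type cells, 0 of the 50 clusters passed when adjusted over all clusters, 46 had an unadjusted p under 0.05, and 46 were higher when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. In *Card9*-/- cells 0 passed, 12 had an unadjusted p under 0.05 and 2 were higher when adjusted over the list alone. The test of the difference in response between the genotypes passed for 0 of the 50, with 18 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Between the genotypes on IC, 4 of the 50 passed over all clusters and 42 were lower in *Card9*-/- cells when adjusted over the list alone. The counts between the genotypes are not independent evidence either, because a list chosen by the wild-type IC response on these arrays favours wild-type cells. For *Il1a* the difference between the IC responses of the genotypes was −1.78 (standard error 0.49, adjusted p = 0.999, below 0 in 3 of 3 experiments).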

The average changes of the expression of the genes shown in Fig. 6e has also been summarized in Fig. 6f, which indicated a 78% reduction of immune complex-induced gene expression in *Card9*^−/−^ cells (*P*<10^-17^; two-way ANOVA).

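Expressed as a fold of the wild-type control of the same experiment, the average of the 50 clusters was 2.96 ± 1.82 (SD, n = 3 experiments) in wild-type cells on IC, 0.764 ± 0.187 in *Card9*-/- cells on the control surface and 1.16 ± 0.426 in *Card9*-/- cells on IC. *Cxcl2*, which encodes MIP-2, was 4.44-fold in wild-type cells on IC, 0.641-fold in *Card9*-/- cells on the control surface and 1.45-fold in *Card9*-/- cells on IC. *Ptgs2*, which encodes cyclooxygenase-2, gave folds of 3.46, 0.562 and 1.07 in the same order, and *Nqo1*, an antioxidant response gene, gave 3.69, 0.766 and 1.28. These wild-type folds rest largely on experiment 1, where the log2 differences of *Cxcl2*, *Ptgs2* and *Nqo1* between the surfaces were 3.26, 2.93 and 3.11, against 1.14, 0.72 and 0.72 in experiment 2 and 0.63, 0.20 and −0.38 in experiment 3. The average lay above its own control by 1.96 in wild-type cells and by 0.396 in *Card9*-/- cells, which is a reduction of 79.9%. Within the experiments the reduction was 83.2%, 81.5% and 62.1%, and the wild-type average on IC was 5.06 in experiment 1, 1.99 in experiment 2 and 1.85 in experiment 3. An exact two-sided sign-flip test over the 3 experiments gave p = 0.25, the smallest p that 3 experiments allow.

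**Figure D2:**
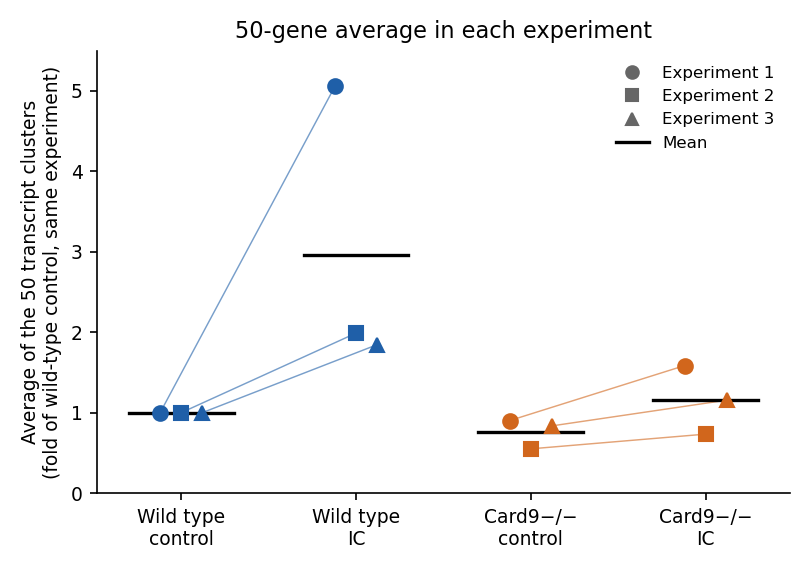
Average of the 50 transcript clusters in each experiment, as a fold of the wild-type control of the same experiment (vertical axis), in the 4 groups. Symbols are experiments, lines join the arrays of a genotype within an experiment, and bars are means; experiment 1 has the highest wild-type value on IC, 5.06.

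On the control surface 49 of the 50 clusters were lower on average in *Card9*-/- than in wild-type cells, 22 of them in all 3 experiments. In the paper's own folds 41 of the 50 lie below 1. When the 50 clusters with the largest response of *Card9*-/- cells were taken instead, the direction turned: their mean fold of the own control was 3.27 in *Card9*-/- and 1.34 in wild-type cells, and 5 clusters were in both lists. When the 50 clusters were chosen on 2 experiments and read in the experiment left out, the reduction was 78.2%, 90.3% and 40.3%. From the heat map and this average, the paper concludes that the lack of CARD9 lowers the IC-induced upregulation of neutrophil genes overall, genes of various pro-inflammatory mediators included (Fig. 6e,f).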

In contrast to the various chemokines and cytokines, the immune complex-induced release of LTB_4_ from neutrophils was not affected by the *Card9*^−/−^ mutation (Fig. 6g; *P*=0.39; two-way ANOVA). In addition, the expression of *Alox5* that encodes for 5-lipoxigenase, the rate-limiting enzyme of LTB_4_ synthesis, is not triggered by immune complex stimulation in wild-type neutrophils (*P*=0.56; one-way ANOVA) and it is not affected by the *Card9*^−/−^ mutation either (Fig. 6h). The expression of *Alox5ap* and *Lta4h*, the other two components of LTB_4_ synthesis, was also not altered by immune complex stimulation (*P*=0.49 and 0.64, respectively; one-way ANOVA) or CARD9 deficiency (Fig. 6i).

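Across the whole array, the 10 genes with the smallest p for a higher signal on IC in wild-type cells, among those with the same direction in every experiment, included *Rab20*, which encodes a small GTPase (log2 difference 1.00, standard error 0.12, n = 3 experiments), *Rhov* (1.43), *Cstb*, which encodes cystatin B (0.76), *Il1a* (2.42), *Acp5* (1.09) and *Snai1* (0.63). Those for a lower signal included *Slco4a1* (−0.67), *Smad7*, an inhibitor of TGF-β signalling (−0.51), and *Itga6* (−0.53). In *Card9*-/- cells the 10 genes chosen in the same way for a higher signal included *Cass4* (0.79), *Rhov* (1.15), *Cstb* (0.60) and *Gpr35* (0.74). Each of these had its direction in 3 of 3 experiments, and none passed the limma test adjusted over all clusters (adjusted p = 0.0698 for *Rab20* in wild-type and 0.544 for *Cass4* in *Card9*-/- cells). In all, 0 of 28944 clusters passed in wild-type cells, 0 in *Card9*-/- cells and 0 in the test of the difference in response between the genotypes. At an unadjusted p under 0.05 there were 2775, 872 and 1066 clusters, where 1447 would fall by chance, and a factorial test without moderation also gave 0, 0 and 0. Without experiment 1, 51 clusters passed in wild-type cells (1 higher and 50 lower), without experiment 2, 1 cluster (higher), and without experiment 3, 8 clusters (all higher).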

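Gene lists were read in the same fit with camera. Of 40 measured chemokine and cytokine genes, 36 were above 0 in wild-type cells on IC, with a median log2 difference of 0.26; 0 passed over all clusters and 12 were higher when adjusted over the list alone, among them *Il1a*, *Cxcl3* (0.83) and *Il23a* (1.25). In *Card9*-/- cells the median was 0.04, with 0 passing by either count. Of 30 genes of NF-κB subunits, inhibitors and target regulators, 26 were above 0 in wild-type cells (median 0.44; 0 over all clusters and 5 higher when adjusted over the list alone, *Nfkbid* at 0.73) and 25 were below 0 in *Card9*-/- cells (median −0.10). The NF-κB median in wild-type cells was 1.098 in experiment 1, 0.13 in experiment 2 and 0.18 in experiment 3. In *Card9*-/- cells it was 0.061, −0.33 and −0.077 in the same order. Of 31 immediate early genes, 0 passed over all clusters in either genotype, while 10 were higher in wild-type cells and 1, *Egr1*, in *Card9*-/- cells when adjusted over the list alone (*Egr1* 0.69 and 0.61; *Maff* 1.26 in wild-type cells; list medians 0.33 and 0.20).

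**Figure D3:**
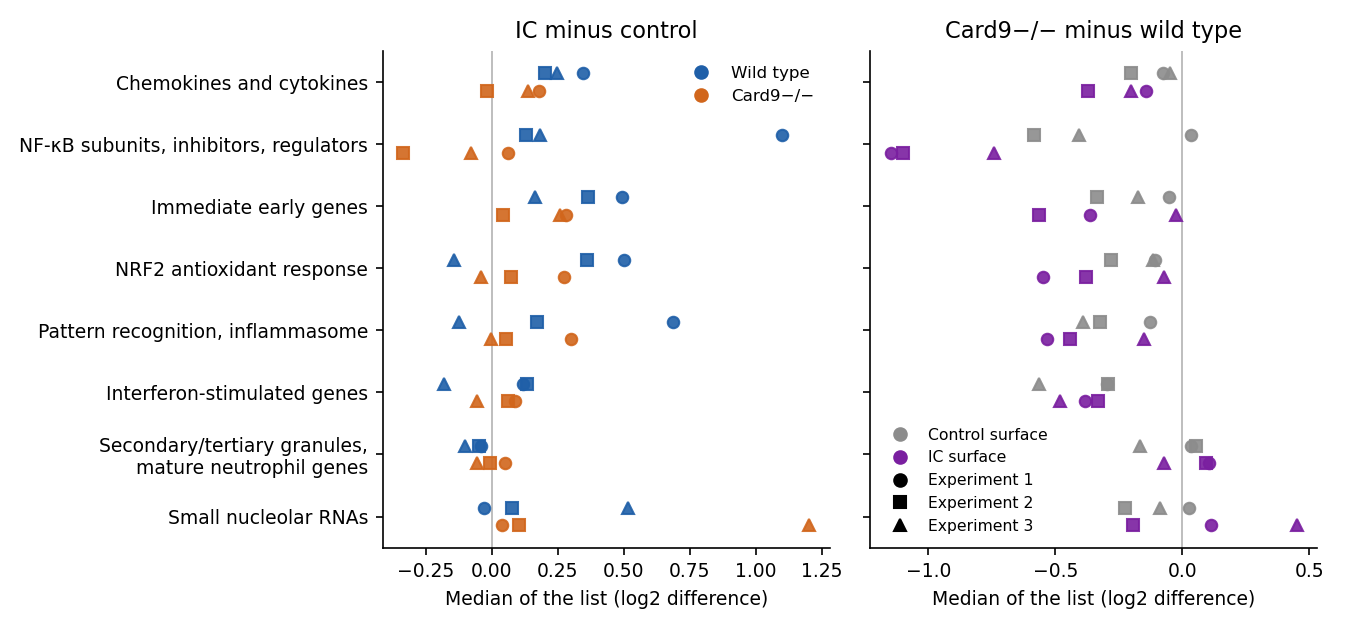
Median log2 difference of 8 gene lists in each of 3 experiments, between the surfaces within each genotype (left) and between the genotypes on each surface (right). The NF-κB list lies below 0 on the IC surface in all 3 experiments (right), at −1.15, −1.099 and −0.74.

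The response of the NF-κB list differed between the genotypes by a median of −0.64 (−0.90, −0.47 and −0.31 in experiments 1, 2 and 3), with 27 of 30 genes below 0. The response of the chemokine and cytokine list differed by −0.16, with 32 of 40 below 0. Both passed with camera (adjusted p = 1.39e-10 and 0.00321), and both calls were lost when the correlation between genes was estimated (adjusted p = 0.788 with an estimated correlation for each). In wild-type cells the 3 lists gave adjusted p = 2.39e-08, 8.47e-08 and 8.08e-08, and adjusted p = 0.222, 0.722 and 0.391 with an estimated correlation. In *Card9*-/- cells camera gave adjusted p = 0.00245, 0.0419 and 2.37e-07 for them in the same order, the NF-κB list being lower and the other 2 higher, and adjusted p = 0.436, 0.794 and 0.436 with an estimated correlation.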

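On the IC surface, 47 clusters passed the test between the genotypes, 34 lower and 13 higher in *Card9*-/- cells (39 distinct sets of values among the 47), and 32 of the 47 name a single gene. *Card9* itself (transcript cluster 10480956) was lower by a log2 difference of −2.27 (standard error 0.22, n = 3 experiments, adjusted p = 0.00491). *Il1a* was lower by −3.05 (standard error 0.35, adjusted p = 0.00624), *Saa3* by −2.25, *Tnf* by −2.15 and *Cd274*, which encodes PD-L1, by −1.86. Lower values were also found for the transcription factor gene *Batf* (−1.74), for *Tnfaip6*, *Ralgds* and *Gadd45b* (each −1.59) and for *Cxcl16* (−1.18). Higher in *Card9*-/- cells were *Idh1*, which encodes an isocitrate dehydrogenase (1.09), *Dipk1a* (0.63), and *Igha*, which encodes the constant region of IgA (1.13). Every gene named so far in this comparison had its direction in 3 of 3 experiments and an adjusted p under 0.05. Of the 30 NF-κB genes, 3 were lower over all clusters (*Nfkbid* −1.18, *Nfkbib* −1.07, *Map3k8* −1.47) and 21 when adjusted over the list alone, with a list median of −1.05 (camera adjusted p = 9.27e-27; adjusted p = 0.137 with an estimated correlation). Of the 40 chemokine and cytokine genes, 3 were lower over all clusters and 14 when adjusted over the list alone (adjusted p = 0.083 with an estimated correlation). Of 28 pattern recognition and inflammasome genes, 0 passed over all clusters and 12 were lower when adjusted over the list alone (*Nlrp3* −0.97; adjusted p = 0.249 with an estimated correlation). Of 28 interferon-stimulated genes, 0 passed over all clusters and 11 were lower when adjusted over the list alone (*Isg15* −0.68). Their list median was −0.37 (adjusted p = 0.083 with an estimated correlation). With fry, the chemokine and cytokine list and the interferon list passed on IC (adjusted p = 0.0288 for each). The NF-κB list (adjusted p = 0.05003) and the pattern recognition list (adjusted p = 0.122) did not pass with fry.

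**Figure D4:**
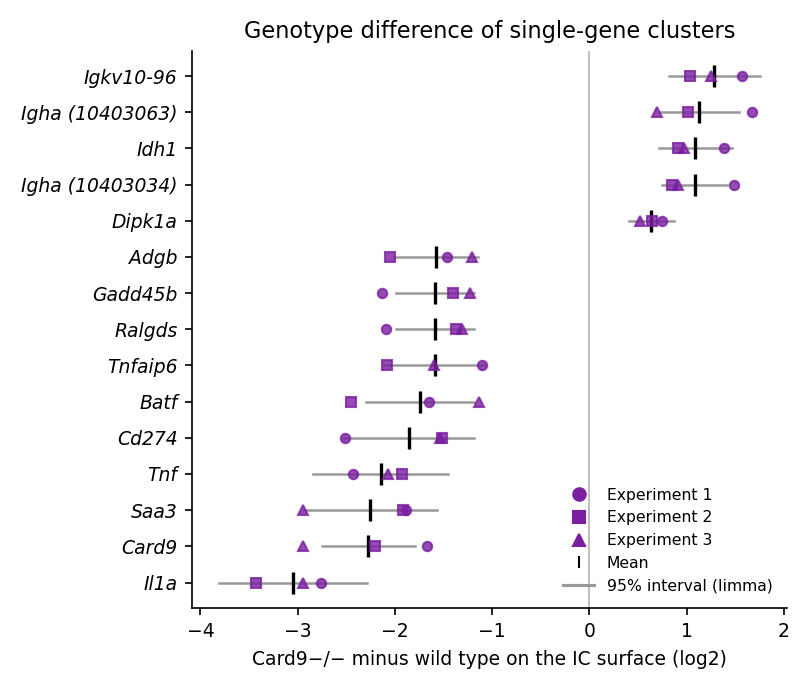
Log2 difference between *Card9*-/- and wild-type cells on the IC surface for the single-gene clusters named by the rule for this comparison (horizontal axis; identifiers tell apart clusters of the same gene). Symbols are experiments, black ticks are means of 3 experiments and grey lines are 95% confidence intervals from limma; *Il1a* has the lowest mean, −3.05.

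With camera, markers of B cells were higher in *Card9*-/- cells on this surface by a median of 0.65 (1.067, 0.071 and 0.54 in experiments 1, 2 and 3; adjusted p = 0.239 with an estimated correlation). Those of eosinophils, basophils and mast cells were higher by 0.38 (−0.087, 0.23 and 0.86; adjusted p = 0.345 with an estimated correlation). Secondary granule and mature neutrophil genes had a median of 0.07. The count was 0 without the replicate block, 0 in the factorial test without moderation, 22 after median centring and 105 with the experiment as a random block. It was 173 with only the arrays of the groups compared, 76 without experiment 1, 3 without experiment 2 and 116 without experiment 3. Without experiment 1 the balance turned to 52 higher and 24 lower, with 16 of the 47 clusters among them, and without experiment 3 it was 12 higher and 104 lower.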

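Without stimulation, on the control surface, 11 clusters were lower in *Card9*-/- than in wild-type cells and 0 were higher (0 clusters in the factorial test without moderation; 1344 at an unadjusted p under 0.05 in limma). *Card9* was the only cluster among them with a gene symbol (log2 difference −2.52, standard error 0.22, n = 3 experiments, adjusted p = 0.00229, lower in 3 of 3). On IC, 8 of the 11 were lower as well. Because some clusters have identical values, the 11 hold 7 distinct sets of values and the 8 hold 5. Of 28 interferon-stimulated genes, 26 were below 0, with a median of −0.38; 0 passed over all clusters and 14 were lower when adjusted over the list alone, among them *Xaf1* (−0.63), *Oasl1* (−0.62) and *Usp18* (−0.86), each lower in 3 of 3 experiments. The list as a whole was lower with camera (adjusted p = 1.97e-23), with fry (adjusted p = 0.0132) and with an estimated correlation (adjusted p = 0.0157), and its median was −0.29, −0.29 and −0.57 in the 3 experiments. *Tnfaip6*, which encodes a secreted hyaluronan-binding protein, had a log2 difference of −1.54 (adjusted p = 0.0849, lower in 3 of 3 experiments). The NF-κB list had a median of −0.38 on this surface (0.033, −0.59 and −0.41 in experiments 1, 2 and 3; adjusted p = 0.324 with an estimated correlation). The B-cell markers had a median of 0.44 (0.84, 0.008 and 0.36 by experiment, adjusted p = 0.314 with an estimated correlation). Markers of eosinophils, basophils and mast cells had one of 0.33 (−0.24, 0.34 and 0.92, camera adjusted p = 8.27e-04, and 0.456 with an estimated correlation). Markers of monocytes and macrophages (−0.08), platelets (0.17) and erythroid cells (−0.17) also passed with camera (adjusted p = 0.0188, 0.0252 and 0.0330). They did not pass with an estimated correlation (adjusted p = 0.267, 0.372 and 0.527). Pattern recognition and inflammasome genes (−0.35) and immediate early genes (−0.22) were lower with camera (adjusted p = 1.12e-09 and 1.20e-08). With an estimated correlation these lists did not pass either (adjusted p = 0.314 and 0.267). On IC the pattern recognition median was −0.42. In all, 17 of the 24 lists passed with camera on the control surface. The number of clusters past the threshold was 1 without the replicate block, 6 with a robust estimate of the spread and 7 with only the arrays of the groups compared. It was 4 without experiment 1, with 2 of the 11 clusters among them, and 7 without experiment 3, with 6 of the 11. Without experiment 2 it was 2, of which 1 was higher and 1 lower, and *Card9* fell short (log2 difference −2.54, adjusted p = 0.304).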

Taken together, CARD9 is required for immune complex-induced gene expression changes and release of various chemokines and cytokines but not LTB_4_ from neutrophils. Together with the defective inflammatory response in neutrophil-specific CARD9 deletion mutants (Fig. 5), these results also provide strong evidence for the *in vivo* role of gene expression changes within the neutrophil compartment.

### Upstream and downstream signalling components

Having established a critical role for CARD9-mediated neutrophil gene expression changes and chemokine/cytokine release, we finally aimed to characterize the signalling components upstream and downstream of CARD9 in neutrophils. We and others have previously shown that myeloid Src-family kinases (Hck, Fgr and Lyn)^32^, Syk^31^,^37^ and PLCγ2 (refs 29, 30) are required for immune complex-induced neutrophil functions and the K/B × N serum-transfer arthritis, supposedly by forming a receptor-proximal signalling cluster. We therefore compared immune complex-induced functional responses of neutrophils lacking those molecules with responses of *Card9*^−/−^ cells. As shown in Fig. 7a, *Hck*^−/−^*Fgr*^−/−^*Lyn*^−/−^ (3 × SFK KO), *Syk*^−/−^ and *Plcg2*^−/−^ neutrophils showed complete defect in immune complex-induced superoxide production (*P* values between 7.9 × 10^−5^ and 1.6 × 10^−4^; two-way ANOVA), whereas *Card9*^−/−^ cell showed a normal response (*P*=0.73; two-way ANOVA). Similarly, as shown in Fig. 7b,c, while *Hck*^−/−^*Fgr*^−/−^*Lyn*^−/−^, *Syk*^−/−^ and *Plcg2*^−/−^ neutrophils showed complete defect in immune complex-induced MIP-2 and LTB_4_ release (*P* values between 2.9 × 10^−4^ and 9.4 × 10^−3^; two-way ANOVA), *Card9*^−/−^ neutrophils displayed a strong but incomplete reduction of MIP-2 release (*P*=0.027; two-way ANOVA) and no significant reduction of LTB_4_ release (*P*=0.38; two-way ANOVA). The *Card9*^−/−^ neutrophil phenotype was not due to defective receptor-proximal signalling since *Card9*^−/−^ neutrophils showed normal Syk phosphorylation on activation by immobilized immune complexes (Fig. 7d). Those results suggest that CARD9 functions downstream of the receptor-proximal Src-family/Syk/PLCγ2 complex during immune complex-induced neutrophil activation.

During fungal infection, CARD9 coordinates anti-fungal host defence in cooperation with the downstream adapter Bcl10 (ref. 7). Therefore, we tested neutrophil functions and arthritis development in the absence of Bcl10. *Bcl10*^−/−^ neutrophils lacked the Bcl10 protein (Supplementary Fig. 6a) but expressed normal levels of Ly6G (Supplementary Fig. 6b) and Fcγ-receptors (Supplementary Fig. 6c). On immune complex challenge, *Bcl10*^−/−^ neutrophils showed normal superoxide release (Fig. 7e; *P*=0.76; two-way ANOVA) but defective release of the MIP-2 chemokine (Fig. 7f; *P*=0.0057; two-way ANOVA). As shown in Supplementary Fig. 7, the *Bcl10*^−/−^ mutation also caused partial protection from the clinical signs (*P*=0.065; two-way ANOVA) and ankle-thickening response (*P*=0.015; two-way ANOVA) during K/B × N serum-transfer arthritis. The CARD9-Bcl10 complex is thought to signal through the Malt1 paracaspase during antifungal immunity^7^. As shown in Fig. 7g,h, *Malt1*^−/−^ neutrophils produced normal levels of superoxide on immune complex activation (*P*=0.87; two-way ANOVA) but their MIP-2 release was substantially reduced under identical conditions (*P*=0.0092; two-way ANOVA). The similarity between the *Card9*^−/−^, *Bcl10*^−/−^ and *Malt1*^−/−^ phenotypes suggests that Bcl10 and Malt1 participates in signalling downstream of CARD9 during immune complex-induced neutrophil activation.

We have also explored how CARD9 is coupled to upregulation of pro-inflammatory gene expression. CARD9 deficiency strongly reduced immune complex-induced phosphorylation and degradation of IκBα (Fig. 7i) and the translocation of NFκB p65 to the nucleus (Fig. 7j), indicating that CARD9 triggers upregulation of inflammatory gene expression through activation of the canonical NFκB pathway.

Taken together, the CARD9 signalling pathway responsible for chemokine/cytokine production by neutrophils during inflammation *in vivo* is reminiscent of the signalling pathway utilized by C-type lectin receptors and consists of a receptor-proximal Src-family/Syk/PLCγ2 module triggering NFκB activation through the CARD9/Bcl10/Malt1 complex.

## Discussion

Our results indicate that the CARD9 protein expressed within the neutrophil compartment plays an important role in chemokine and cytokine but not LTB_4_ release during autoantibody-induced sterile inflammation. To our knowledge, these are the first experiments showing that neutrophil-specific abrogation of agonist-induced gene expression changes (without affecting other neutrophil functions) inhibits *in vivo* inflammatory reactions and therefore provide the most direct evidence so far for an important *in vivo* role of inflammation-induced gene expression changes within the neutrophil lineage.

Although neutrophils have long been known to be critical effector cells of antimicrobial host defence, more recent studies indicated that they are also capable of releasing pro-inflammatory mediators^5^,^6^. Unfortunately, direct evidence for the role of neutrophil gene expression or neutrophil-derived chemokines/cytokines has been missing. A number of prior studies reported a critical role for neutrophils in *in vivo* inflammatory reactions^2^,^28^ and a recent study has shown that neutrophil-specific deletion of Syk blocked arthritis development in the K/B × N serum-transfer model^37^. Unfortunately, since those approaches not only blocked neutrophil-derived gene expression but also other functional responses of those cells, the specific effect of gene expression changes could not be assessed. Other attempts utilized complementation approaches using mixed bone marrow chimeras or isolated bone marrow neutrophils^27^,^38^,^39^. Unfortunately, all those approaches had major limitations related to the limited specificity of the *Gfi1*^−/−^ strain used or the limited purity and altered activation status of *ex vivo* isolated bone marrow-derived neutrophils. Our results with the *Card9*^ΔPMN^ mutants (Fig. 5) provide the first direct evidence using lineage-specific deletion that the products of neutrophil gene expression coordinate the *in vivo* inflammatory response without affecting conventional neutrophil functions such as reactive oxygen species (ROS) release. Our overall study also suggests that neutrophil-derived LTB_4_ is capable of driving a clinically evident, though substantially reduced level of neutrophil-mediated inflammation even in the absence of neutrophil-derived chemokines and cytokines. Those results together provide substantial novel insight into the *in vivo* role of neutrophil gene expression and neutrophil-derived mediators during the inflammatory response.

The role of CARD9 has so far mainly been tested in functional responses of dendritic cells and macrophages, myeloid cell types primarily implicated in the organization of an adaptive immune response. Though we have observed that *Card9*^−/−^ macrophages also show defective chemokine but not ROS release (Supplementary Fig. 8), our lineage-specific studies indicate that, at least in our experimental system, the effect of CARD9 deficiency is primarily due to the CARD9 expression in neutrophils. This is further supported by the presence of normal levels of CARD9 in *Card9*^ΔPMN^ macrophages.

A crucial question related to the interpretation of our lineage-specific deletion studies is the specificity of the MRP8-Cre transgene. The MRP8 (S100A8) protein is also expressed in other myeloid cells such as macrophages, and therefore Cre-mediated deletion of target genes could have been predicted also in macrophages. However, the fact that CARD9 is expressed normally in *Card9*^ΔPMN^ bone marrow-derived (Fig. 5b) macrophages indicates that this is not the case. Indeed, the original description of the MRP8-Cre transgene^35^ indicated high specificity towards neutrophils and detailed recent studies have also shown negligible deletion of floxed genomic sequences in MRP8-Cre transgene-positive macrophages or dendritic cells^36^,^37^. This high specificity may be due to the fact that MRP8 is likely the most abundant cytoplasmic protein in neutrophils and the ImmGen database^23^ indicates that it is expressed at 20–100-fold higher levels in neutrophils than in any other myeloid lineage cell types. Those results together provide convincing evidence that the *in vivo* phenotypes of the *Card9*^ΔPMN^ mutants are due to specific deletion of CARD9 from the neutrophil lineage.

Although the role of CARD9 in antifungal and other antimicrobial immunity is well established^7^, its role in non-infectious inflammation is poorly understood. The protection of *Card9*^−/−^ mice from autoantibody-induced inflammatory reactions and the defective responses of *Card9*^−/−^ cells to immune complex stimulation indicate a critical role for CARD9 also in non-infectious inflammatory processes. This issue is particularly important given the association of CARD9 polymorphisms with rheumatoid arthritis, inflammatory bowel disease, ankylosing spondylitis or IgA nephropathy^14^,^15^,^16^,^17^,^18^,^19^,^20^,^21^, major human inflammatory diseases of non-infectious origin. IgA nephropathy, the most frequent form of primary glomerulonephritis in humans, is particularly interesting since it is caused by immune complex deposition at the glomerular basement membrane^40^. As neutrophils are the primary cell types responding to systemic IgA through the human-specific FcαRI (CD89) molecule^41^, it is tempting to speculate that, similar to our studies in mice, the potential role of CARD9 in IgA nephropathy is due to its role in immune complex-induced neutrophil activation.

Autoantibody-induced inflammation has been shown to be mediated by a lipid-cytokine-chemokine cascade^27^, which also triggers autoamplification of leucocyte recruitment^42^. We and others have previously shown that a receptor-proximal Src-family/Syk/PLCγ2 signalling module is critical for autoantibody-induced arthritis and dermatitis^29^,^30^,^31^,^32^,^37^,^43^. However, it has been unclear how that signalling module is coupled to chemokine, cytokine and lipid mediator release. Our results indicate that CARD9 acts as a divergence point downstream of the receptor-proximal Src-family/Syk/PLCγ2 module in neutrophils and leads to Bcl10/Malt1- and NFκB-dependent chemokine and cytokine release without playing a role in lipid mediator (LTB_4_) production (Supplementary Fig. 9). Those results reveal intricate details of myeloid cell signalling during autoantibody-induced inflammation. The normal LTB_4_ release also likely explains why *Card9*^−/−^ animals are only partially protected from arthritis and dermatitis development.

Though it is not entirely clear how the CARD9–Bcl10–Malt1 complex activates the NFκB pathway, the mechanism of activation and nuclear translocation of NFκB by the CARD9-related CARMA-like proteins has been investigated in other immune cells. Assembly of CARMA proteins with Bcl10 and Malt1 leads to the ubiquitination of the regulatory IκBα kinase subunit NEMO and the phosphorylation and degradation of IκBα(ref 44). CARMA-like proteins supposedly exert their effect through binding to TRAF6 and recruiting TAK1 to the CARMA-Bcl10-Malt1 complex, where TAK1 activates IKK leading to the above-mentioned IκBα phosphorylation^45^. Furthermore, activated Malt1 inactivates the negative regulator of NFκB signalling^7^.

Taken together, our experiments reported here provide substantial novel insight and mechanistic detail about various aspects of the inflammatory reaction, including (1) the *in vivo* role of neutrophil gene expression and chemokine/cytokine release; (2) the contribution of CARD9 to non-infectious inflammation and (3) the pathways coupling immunoreceptors to cellular effector functions (Supplementary Fig. 9). Those results will improve our understanding of the pathomechanism of autoimmune and inflammatory diseases and may contribute to the development of novel diagnostic and therapeutic strategies in the future.

## Methods

### Animals

Mice homozygous for the *Card9*^tm1Jrld^, *Bcl10*^tm1Mak^, *Malt1*^tm1Jrld^ or *Plcg2*^tm1JnI^ mutations (referred to as *Card9*^−/−^, *Bcl10*^−/−^, *Malt1*^−/−^ and *Plcg2*^−/−^ mutants, respectively) or triple homozygous for the *Hck*^tm1Hev^, *Fgr*^*tm1Hev*^ and *Lyn*^tm1Sor^ mutations (referred to as *Hck*^−/−^*Fgr*^−/−^*Lyn*^−/−^ or 3 × SFK KO mice) were described previously^8^,^46^,^47^,^48^,^49^. Heterozygous mice carrying a deleted Syk allele (*Syk*^tm1Tyb^, referred to as *Syk*^−^) were time-mated and their embryos were used to generate bone marrow chimeras with a *Syk*^−/−^ hematopoietic system as described^31^. Mice homozygous for the *Card9*^tm1a(EUCOMM)Hmgu^ knockout-first mutation^33^ (referred to as *Card9*^−/− (EUCOMM)^ mice) were obtained from the Wellcome Trust Sanger Institute (EUCOMM Project No. 44813). Mice carrying the *Card9*^tm1a(EUCOMM)Hmgu^ knockout-first mutation were also bred to the FLPeR deleter strain^50^ to remove the FRT-flanked knockout-first cassette generating the *Card9*^tm1c(EUCOMM)Hmgu^ floxed allele (referred to as *Card9*^flox^), followed by breeding to the MRP8-Cre transgenic mice^35^ to generate MRP8-Cre^+^*Card9*^flox/flox^ (referred to as *Card9*^ΔPMN^) mice with a neutrophil-specific CARD9 deletion. Mice carrying the KRN T-cell-receptor transgene^51^ were obtained from Diane Mathis and Christophe Benoist (Harvard Medical School) and maintained in heterozygous form by mating with C57BL/6 mice.

All transgenic mice were backcrossed to the C57BL/6 genetic background for at least six generations. Genotyping was performed by allele-specific PCR.

Wild-type control C57BL/6 mice were purchased from Charles River or the Hungarian National Institute of Oncology (Budapest, Hungary). NOD mice, as well as a congenic strain carrying the CD45.1 allele on the C57BL/6 genetic background (B6.SJL-*Ptprc*^a^) were purchased from the Jackson Laboratory.

Mice were kept in individually sterile ventilated cages (Tecniplast) in a conventional facility. All animal experiments were approved by the Animal Experimentation Review Board of the Semmelweis University.

Bone marrow chimeras were generated by intravenous injection of bone marrow cells into recipients carrying the CD45.1 allele on the C57BL/6 genetic background, which were lethally irradiated before by 11 Gy from a ^137^Cs source using a Gamma-Service Medical (Leipzig, Germany) D1 irradiator. Four weeks after transplantation, peripheral blood samples were stained for Ly6G and CD45.2 (at a final concentration of 2 μg ml^−1^) and analysed by flow cytometry as previously described^32^.

Mice of both genders at 2–6 months of age were used for the experiments.

### K/B × N serum-transfer arthritis

Mice carrying the KRN T-cell receptor transgene on the C57BL/6 genetic background were mated with NOD mice to obtain transgene-positive (arthritic) K/B × N and transgene-negative (non-arthritic) B × N mice^30^,^51^. The presence of the transgene was determined by allele-specific PCR and confirmed by phenotypic assessment. Blood was taken by retroorbital bleeding and sera from arthritic and control mice were pooled separately.

Arthritis was induced by a single intraperitoneal injection of 300 μl K/B × N (arthritic) or B × N (control) serum into intact mice or bone marrow chimeras, followed by daily assessment of arthritis severity for 2 weeks as described^30^. Visible clinical signs were scored on a 0–10 scale by two investigators blinded for the origin and treatment of the mice. Ankle thickness was measured by a spring-loaded caliper (Kroeplin).

To investigate serum-induced articular dysfunction, mice were placed on a custom-made (Charles River Hungary, Isaszeg, Hungary) wire grid, slowly flipped and the length of time the mice held on to the grid was recorded as described^30^. The obtained data were combined into ‘holding-on curves' for each mouse.

### Autoantibody-induced skin blistering model

The murine model of the human blistering skin disease epidermolysis bullosa acquisita was triggered by systemic administration of antibodies against collagen type VII(ref 25). The bacterial expression of GST fusion proteins containing the mCVIICr fragment of mouse collagen VII, its purification, the generation of polyclonal antiserum in rabbits and IgG fraction separation were carried out as previously described^25^,^52^. The reactivity of the antibody preparation was tested with His-tagged mCVIICr fragment of murine collagen VII using an enzyme-linked immunosorbent assay (ELISA) as described^52^. Normal rabbit IgG (Sigma) or PBS was used as control.

Twelve milligrams of pathogenic or control IgG per mouse was injected subcutaneously under isoflurane anaesthesia on days 0, 2, 4, 6 and 8 (60 mg total IgG/mouse). The disease onset and progression was followed by clinical assessment every second day. Scoring was based on the specific dermatological abnormalities (for example, erythema, blister, crust) and the size of the affected skin area, the latter one determined by using predefined percentages of the various areas of the skin of mice (for example, one ear: 2.5%; snout: 5% and so on). Antibody levels against collagen VII in blood samples at day 6 were determined by ELISA.

### *In vivo* analysis of myeloid cell migration

In case of the K/B × N serum-transfer model, the ankle or front paw area was flushed with 1 ml PBS supplemented with 10 mM EDTA (pH 7.5) and 20 mM HEPES (pH 7.4; Sigma) on day 4 to obtain a sample of synovial infiltrate. The number and distribution of the myeloid cells in the resulting suspension was then determined by flow cytometry. Cells were identified based on their forward- and side-scatter characteristics, as well as by positive staining of neutrophils for Ly6G (clone 1A8 from BD Biosciences; final concentration: 2 μg ml^−1^), or positive staining of monocytes/macrophages for F4/80 (Clone: A3-1, AbD Serotec; final concentration: 10 μg ml^−1^) or CD11b (Clone: M1/70, BD Biosciences; final concentration: 2 μg ml^−1^) within the Ly6G-negative gate.

A competitive migration assay in mixed bone marrow chimeras^30^ was also used to assess *in vivo* migration of myeloid cells. To this end, wild type (C57BL/6) or Card9^−/−^ bone marrow cells (all carrying the CD45.2 allele) were mixed at varying ratios with bone marrow cells from congenic mice expressing CD45.1 on the C57BL/6 genetic background. This mixed cell suspension was injected intravenously into lethally irradiated CD45.1-expressing recipient mice, giving rise to mixed bone marrow chimeras carrying CD45.2-expressing wild type or Card9^−/−^ along with CD45.1-expressing wild type hematopoietic cells within the same animals. After the repopulation of the bone marrow, the chimeras were subjected to K/B × N serum-transfer arthritis and their synovial infiltrates were prepared as described above. The percentage of CD45.2-expressing cells were analysed by flow cytometry as described above, with an additional staining for CD45.2 (Clone: 104, BD Biosciences; final concentration: 2 μg ml^−1^).

Relative migration (accumulation) of the CD45.2-positive neutrophils or monocytes/macrophages (relative to the CD45.1-expressing wild-type cells) was calculated as described^32^.

### Isolation and activation of neutrophils and macrophages

Mouse neutrophils were isolated from the bone marrow of the femurs and tibias of intact mice or chimeras by hypotonic lysis followed by Percoll (GE Healthcare) gradient centrifugation using sterile and endotoxin-free reagents as described^53^. Cells were kept at room temperature in Ca^2+^- and Mg^2+^-free medium until use and prewarmed to 37 °C prior to activation. Neutrophil assays were performed at 37 °C in Hanks' Balanced Salt Solution (HBSS) supplemented with 20 mM HEPES, pH 7.4. Neutrophil cell surface Fcγ receptor expression was detected by anti-FcγRII/III (Clone: 2.4G2, BD Biosciences; final concentration: 2 μg ml^−1^) and anti-FcγRIV antibodies (final concentration: 10.2 μg ml^−1^), followed by a secondary staining with fluorochrome-conjugated Mouse anti-rat and Mouse anti-hamster antibodies (Clones: MRK-1 and G70-204/G94-56, respectively, both from BD Biosciences; final concentration: 1 μg ml^−1^).

Mouse bone marrow-derived macrophages were obtained by culturing bone marrow cells from intact mice in α-MEM (Sigma) complemented with 10% FCS (Invitrogen), 2 mM L-glutamine, antibiotics, 10 mM HEPES (all from Sigma) and 10% conditioned medium from CMG 14-12 cells as a source of recombinant murine M-CSF^54^ for 8 days on bacterial Petri dishes with media changes every 2–3 days. Cells were suspended by 5 mM EDTA, washed and serum-starved for 2 h before the experiments.

To obtain immobilized immune complex-coated surfaces, human serum albumin (Sigma) or lactoferrin (Sigma) was either bound directly to regular or luminometric Nunc MaxiSorp F96 (Thermo Fisher) plates or covalently linked to poly-L-lysine-coated 24-well tissue culture plates or 6-cm tissue culture dishes and then treated with anti-human serum albumin or anti-lactoferrin IgG (Sigma) as described^55^.

For the analysis of cytokine release, 100 or 500 μl aliquots of 4 × 10^6^ per ml neutrophils or 500 μl aliquots of 3 × 10^6^ per ml macrophages suspended in HBSS supplemented with 20 mM HEPES, pH 7.4 were plated on immobilized immune complex surfaces in 96-well ELISA plates or 24-well tissue culture plates, stimulated for 6 h (neutrophils) or 24 h (macrophages) and the inflammatory mediator concentration of the supernatant was determined. For the analysis of LTB_4_ production, 100 μl aliquots of 4 × 10^6^ per ml neutrophils suspended in DMEM (Sigma) were plated on immobilized immune complex surfaces in 96-well ELISA plates for 1 h and the LTB_4_ concentration of the cell-free supernatant was measured. Superoxide release by neutrophils was followed by a cytochrome c reduction test from 100 μl aliquots of 4 × 10^6^ per ml cells plated on immune complex-coated surfaces in 96-well ELISA plates as described^56^. To test ROS production by macrophages, 100 μl aliquots of 3 × 10^6^ per ml cells were plated on immune complex-coated surfaces in 96-well luminometric ELISA plates in the presence of 50 μg ml^−1^ lucigenin (Sigma) and the chemiluminescence of the samples was followed by a Berthold (Bad Wildbad, Germany) Mithras LB 940 luminometer. The release of gelatinase was determined by gelatinase zymography as previously described^56^.

*In vitro* migration of neutrophils was tested by using a Transwell (Corning) assay with inserts of 3 μm pore size coated with human fibrinogen as described^30^. Three microlitres of fMLP (Sigma), 100 ng ml^−1^ MIP-2 (Peprotech) or 50 ng ml^−1^ LTB_4_ (Santa Cruz Biotechnology) was used as chemoattractants. Transmigrated cells were measured by an acid phosphatase assay^30^.

### Analysis of inflammatory mediators

The release of inflammatory mediators was tested from the cell-free supernatants of synovial infiltrates gathered on day 4 or of *in vitro* stimulated neutrophils or macrophages. The levels of IL-1β, KC, MIP-1α and MIP-2, as well as of the lipid mediator LTB_4_, were tested by commercial ELISA kits (R&D Systems) according to the manufacturer's instructions.

### Gene expression measurements

For *in vitro* gene expression studies, 500 μl aliquots of 4 × 10^6^ per ml neutrophils suspended in HBSS supplemented with 20 mM HEPES, pH 7.4 were plated on immobilized immune complex surfaces in 24-well tissue culture plates and stimulated for 4  h. The reaction was stopped on ice and the cells (adherent and nonadherent combined) were lysed and total RNA were prepared by the RNeasy Micro Kit (Qiagen). RNA samples were reverse transcripted to cDNA by the cDNA Synthesis Kit (Thermo Scientific) and were kept at −70 °C until use. The expression of unique genes was analysed using the TaqMan probes Mm01336189_m1 (*Il1b*), Mm00433859_m1 (*Cxcl1*), Mm00436450_m1 (*Cxcl2*), Mm00441258_m1 (*Ccl3*), Mm01182747 (*Alox5*), Mm00802100_m1 (*Alox5ap*), Mm00521826_m1 (*Lta4h*) and 4352932E (*Gapdh*) (all from Applied Biosystems) on a Roche LightCycler 480 device in a white 96-well plate. Global gene expression was measured by Affymetrix Microarrays at the UD GenoMed (Debrecen, Hungary) according to the manufacturer s instructions. More information and the raw data files are available in the Gene Expression Omnibus database under the accession number GSE78066.

### Biochemical studies

For analysis of Syk phosphorylation, 6 × 10^6^ neutrophils in 1.2 ml assay buffer were plated on immune complex-covered 6-cm tissue culture dishes and incubated for 10 min at 37 °C. The reaction was stopped on ice and the cells (adherent and nonadherent combined) were lysed in 100 mM NaCl, 30 mM Na-HEPES (pH 7.4), 20 mM NaF, 1 mM Na-EGTA, 1% Triton X-100, 1 mM benzamidine, freshly supplemented with 0.1 U ml^−1^ Aprotinin, 1:100 Mammalian Protease Inhibitor Cocktail, 1:100 Phosphatase Inhibitor Cocktail 2, 1 mM phenylmethylsulphonyl fluoride and 1 mM Na_3_VO_4_ (all from Sigma). After removal of insoluble material, lysates were either boiled in sample buffer or processed for immunoprecipitation. Immunoprecipitation of Syk was performed by an anti-Syk antibody (Clone: 5F5; BioLegend; final concentration: 4.4 μg ml^−1^) followed by a capturing step with Protein G-Agarose (Invitrogen) as described^57^,^58^,^59^.

For analysis of IκBα phosphorylation and degradation, 2 × 10^6^ neutrophils in 0.5 ml assay buffer were plated on immune complex-covered 24-well tissue culture plates and incubated for 20 min at 37 °C. The reaction was stopped on ice and the cells were lysed as described above. During the electrophoretic mobility shift assay, NFκB activation and nuclear translocation was followed using the same setup, but the cells were lysed with NP40 in the presence of dithiothreitol and phenylmethylsulphonyl fluoride. Nuclear extracts were prepared and were run on an acrylamide gel in the presence of infrared dye-labelled NFκB-binding-site-containing oligonucleotides (Licor) as described before^8^.

To test the efficacy of neutrophil-specific CARD9 deletion, neutrophils from mice of different genotypes were sorted on the basis of their Ly6G-staining on a FACSAria flow cytometer (BD Biosciences) from red blood cell-lysed bone marrow cell suspensions.

Whole cell lysates and immunoprecipitates were run on SDS–polyacrylamide gel electrophoresis and immunoblotted using antibodies against phosphotyrosine (Clone: 4G10, Merck Millipore; final concentration: 1 μg ml^−1^), Syk (Clone: N19, Santa Cruz Biotechnology; final concentration: 0.2 μg ml^−1^), IκBα (Cell Signaling; dilution: 1:1,000), phospho- IκBα (Cell Signaling, dilution: 1:1,000), CARD9 (Clone: H-90, Santa Cruz Biotechnology; final concentration: 0.2 μg ml^−1^), Bcl10 (Clone: H-197, Santa Cruz Biotechnology; final concentration: 0.2 μg ml^−1^) or β-actin (Clone: AC-74, Sigma; dilution: 1:5,000) followed by peroxidase-labelled secondary antibodies (GE Healthcare; dilution: 1:5,000). The signal was developed using the ECL system (GE Healthcare) and exposed to X-ray film. Western blots with more details are available in Supplementary Fig. 10.

### Presentation of the data and statistical analysis

Experiments were performed the indicated number of times. Quantitative graphs and kinetic curves show mean and s.e.m. from all independent *in vitro* experiments or from all individual mice from the indicated number of experiments. Unless otherwise stated, statistical analyses were carried out using two-way (factorial) ANOVA, with treatment and genotype being the two independent variables. In case of kinetic assays, area under the curve was used for statistical analysis. *P* values below 0.05 were considered statistically significant.

## Additional information

**How to cite this article:** Németh, T. *et al*. Neutrophil-specific deletion of the CARD9 gene expression regulator suppresses autoantibody-induced inflammation *in vivo*. *Nat. Commun.* 7:11004 doi: 10.1038/ncomms11004 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10

Supplementary Table 1 Global gene expression changes during immune complex-induced neutrophil activation (wild type and Card9-/- cells).

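The table lists, for each transcript cluster, the mean and the standard error over the 3 array experiments of the signal in wild-type cells on IC, *Card9*-/- cells on the control surface and *Card9*-/- cells on IC, each as a fold of the wild-type control of the same experiment, so that the wild-type control is 1 with an error of 0 in each row. It is sorted by the wild-type fold on IC, and its top 50 clusters are those of Fig. 6e. The part of the table used here holds 1993 clusters, down to a wild-type fold of 1.15 as the paper gives it, and leaves out 26862. Each of the 1993 has its own array values. The folds worked out from these array values correlated with the table across clusters, which are not independent replicates, at r = 0.950 for wild-type cells on IC, 0.910 for *Card9*-/- cells on the control surface and 0.928 for *Card9*-/- cells on IC. Over the top 50 clusters, the paper's own folds average 2.72, 0.863 and 1.23 in these groups. When the 50 clusters with the largest wild-type fold are taken from the array values, 45 of them are among the paper's 50, *Il1a* and *Cxcl2* included.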

## Figures and Tables

**Figure 1:**
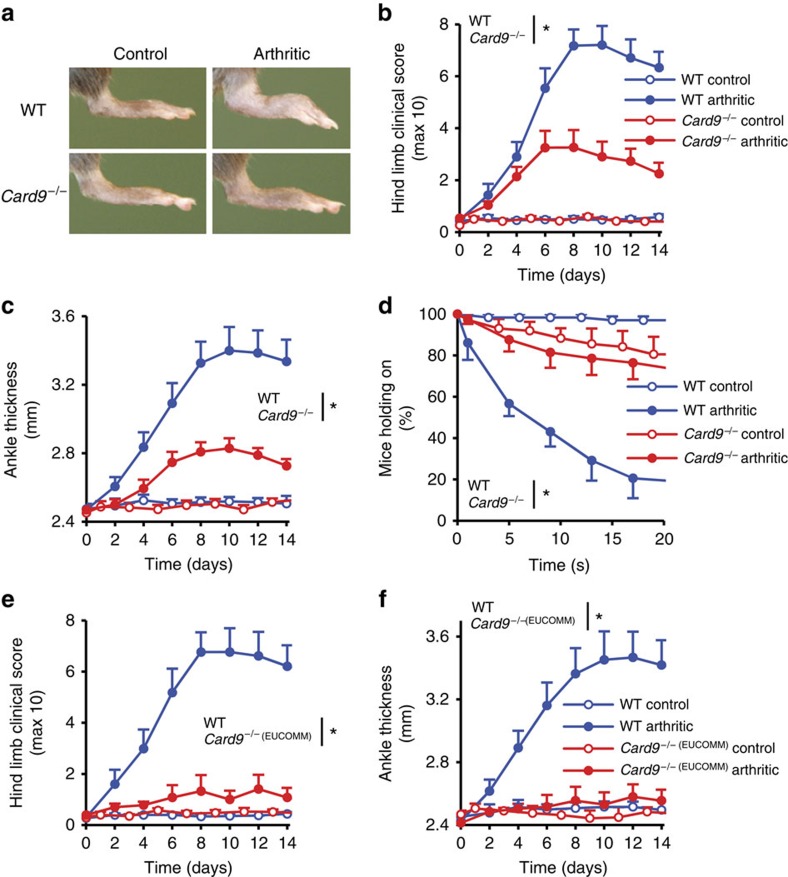
CARD9 is important for the development of autoantibody-induced arthritis. Intact wild type (WT), *Card9*^−/−^ (**a**–**d**) or *Card9*^−/− (EUCOMM)^ (**e**,**f**) mice were injected with B × N (control) or K/B × N (arthritic) serum i.p. on day 0. Arthritis development was followed by photographing on day 7 (**a**), clinical scoring of the hind limbs (**b**,**e**), ankle-thickness measurement (**c**,**f**) and an articular function test (hanging on a wire grid; (**d**)). Images are representative of, and quantitative data show mean and s.e.m. from 8 to 9 control and 12 to 13 arthritic serum-treated individual mice per group from four independent experiments (**a**–**d**) or 5 to 6 control and 8 to 9 arthritic serum-treated mice per group from three independent experiments (**e,f**). (**d**) Results from functional test performed 12 times on each mouse between days 7–10. *P<0.05 (two-way ANOVA); see the text for actual *P* values.

**Figure 2:**
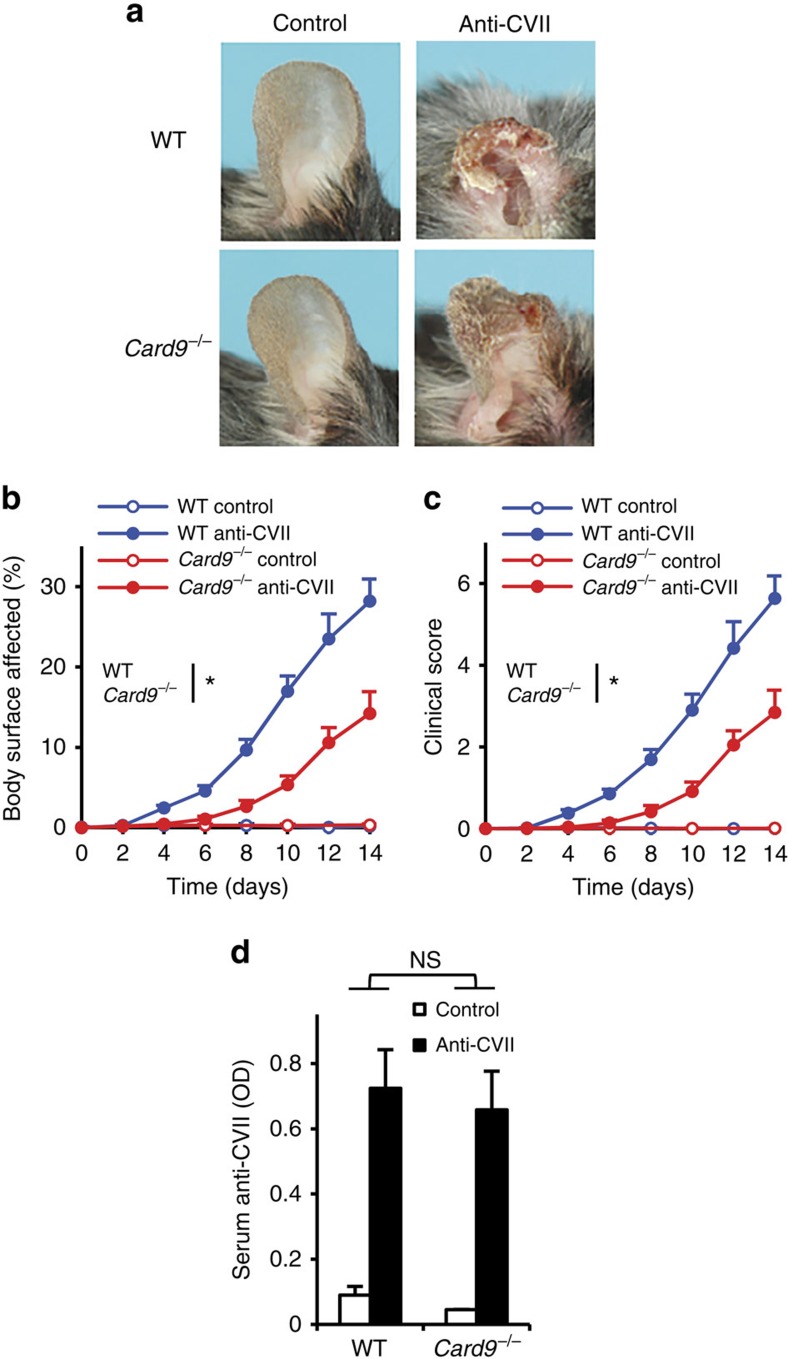
CARD9 in autoantibody-induced skin blistering disease. Blistering skin disease was triggered in wild type (WT) and *Card9*^−/−^ intact mice or bone marrow chimeras by systemic injection of collagen VII-specific (anti-CVII) antibodies. Skin disease was followed by photographing on day 14 (**a**) and clinical assessment of the total body surface affected (**b**) and the overall disease severity (**c**). The serum titre of anti-CVII antibodies was tested on day 6 by ELISA (**d**). Representative images (**a**) or mean and s.e.m. (**b**–**c**) from 7 to 9 control (2 intact and 5–7 bone marrow chimeric) and 13–14 anti-CVII-treated (2 intact and 11–12 bone marrow chimeric) mice per genotype from four independent experiments are shown. No difference between intact and chimeric mice of the same hematopoietic genotype was observed (not shown). (**d**) Mean and s.e.m. from 4 control and 12–13 anti-CVII-treated mice from five independent experiments are shown. *P<0.05; NS, statistically not significant (two-way ANOVA); see the text for actual *P* values.

**Figure 3:**
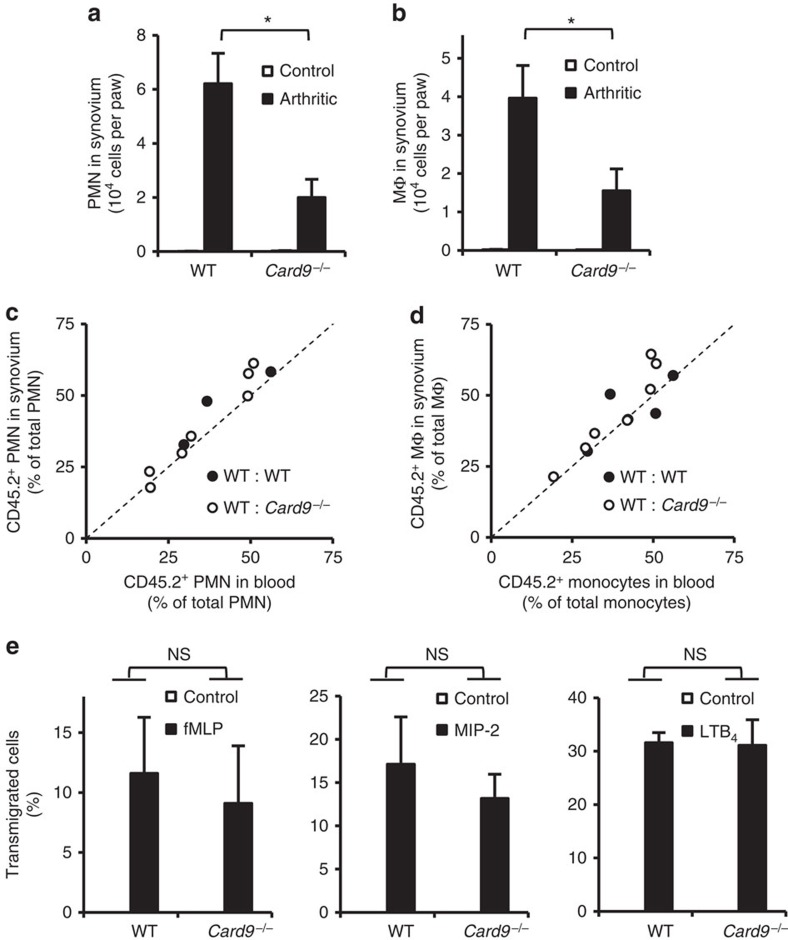
CARD9 plays no direct role in myeloid cell migration to the site of inflammation. Wild type (WT) and *Card9*^−/−^ mice were subjected to K/B × N serum-transfer arthritis (**a**–**d**), the ankle area or the front paw was flushed on day 4 and the number of neutrophils (**a**) or monocytes/macrophages (**b**) was determined by flow cytometry. Mixed bone marrow chimeras with CD45.1-expressing wild type (WT) and CD45.2-expressing WT or *Card9*^−/−^ hematopoietic cells were subjected to K/B × N serum-transfer arthritis and *in vivo* accumulation of neutrophils (**c**) and monocytes/macrophages (**d**) was determined by flushing the synovial area on day 4, followed by flow cytometric analysis of the ratio of CD45.1 and CD45.2-expressing cells in peripheral blood and the synovial infiltrate. In (**c,d**), each dot represents an individual mouse. (**e**) *In vitro* migration of WT and *Card9*^−/−^ bone marrow neutrophils towards the indicated chemoattractants in a fibrinogen-coated Transwell system. Graphs represent mean and s.e.m. from 5–14 (**a**) or 6–16 (**b**) mice per group from five independent experiments. (**e**) Data represent mean and s.e.m. of three to five independent experiments. *P<0.05; NS, statistically not significant (Student's *t*-test (**a**,**b**), two-way ANOVA (**e**)); see the text for actual *P* values.

**Figure 4:**
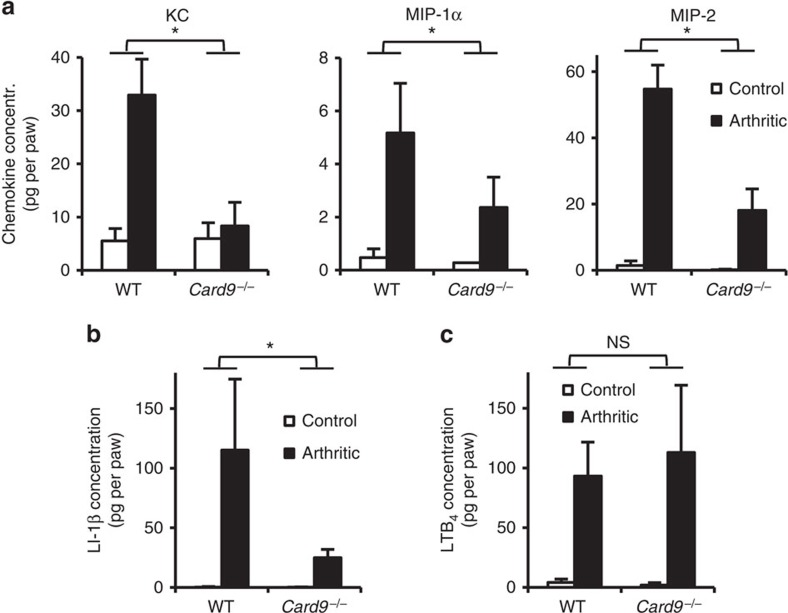
CARD9 is required for the development of the inflammatory environment. (**a**–**c**) Wild type (WT) or *Card9*^−/−^ mice were subjected to K/B × N serum-transfer arthritis as described above and the synovial area was flushed on day 4. The cell-free supernatants of the synovial infiltrates were probed using commercial ELISA assays for the indicated chemokines (**a**), cytokine (**b**) and the lipid mediator LTB_4_ (**c**). Graphs represent mean and s.e.m. from 4–9 (**a**), 3–5 (**b**) or 3–4 (**c**) mice per group from three independent experiments. *P<0.05; NS, statistically not significant (two-way ANOVA); see the text for actual *P* values.

**Figure 5:**
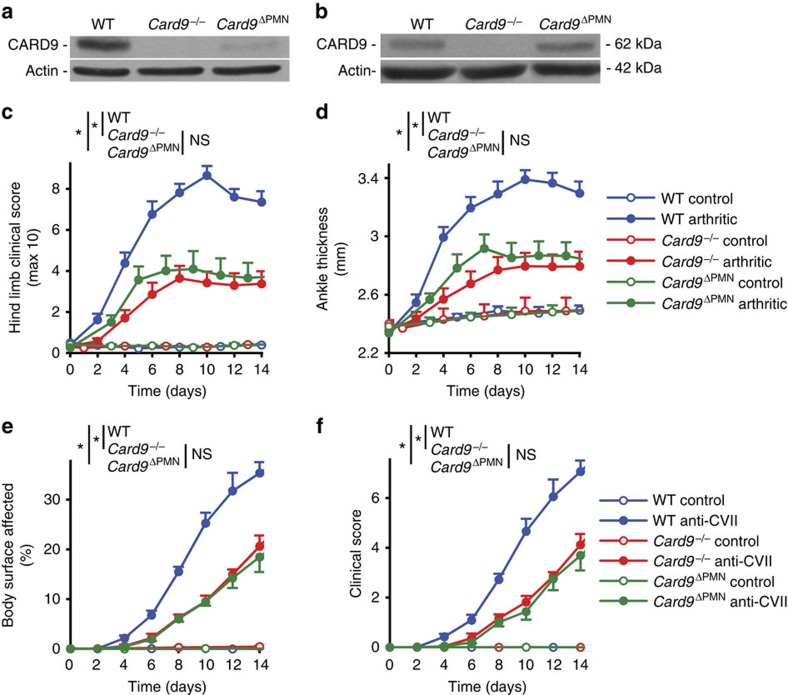
Neutrophil-specific CARD9 deletion attenuates autoantibody-induced inflammation. (**a**,**b**) CARD9 expression was detected by western blot in cell-sorted bone marrow-derived neutrophils (**a**) or cultured macrophages (**b**) of wild type, *Card9*^−/−^ or *Card9*^ΔPMN^ animals. (**c**,**d**) Wild type (WT), *Card9*^−/−^ or *Card9*^ΔPMN^ bone marrow chimeras were injected with B × N (control) or K/B × N (arthritic) serum i.p. on day 0. Arthritis development was followed by clinical scoring of the hind limbs (**c**) and ankle-thickness measurement (**d**). Blistering skin disease was triggered in wild type (WT), *Card9*^−/−^ or *Card9*^ΔPMN^ intact mice or bone marrow chimeras by systemic injection of collagen VII-specific (anti-CVII) antibodies. Skin disease was followed by clinical assessment of the total body surface affected (**e**) and the overall disease severity (**f**). The blots are representative of three to four independent experiments. Quantitative data show mean and s.e.m. from 7 control and 8 to 9 arthritic serum-treated individual mice per group from three independent experiments (**c**,**d**) or 3 to 4 control and 4 anti-CVII-treated mice per group from two independent experiments (**e**,**f**). *P<0.05 (two-way ANOVA); NS, not significant; see the text for actual *P* values.

**Figure 6:**
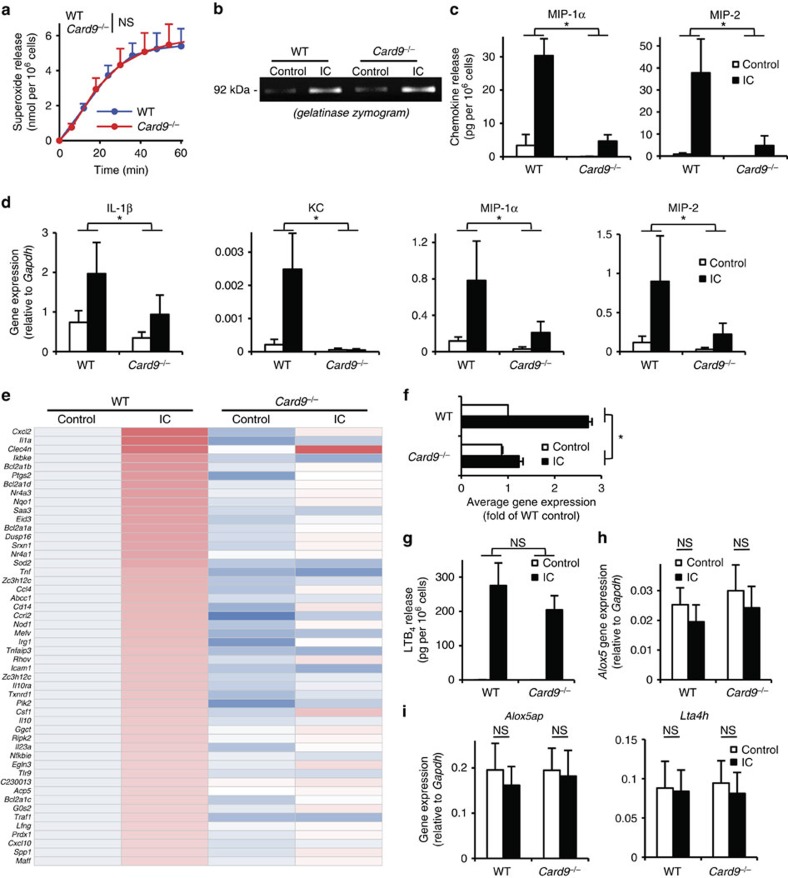
CARD9 is required for neutrophil gene expression changes and chemokine/cytokine release. Wild type (WT) and *Card9*^*−/−*^neutrophils were placed on immobilized immune complex (IC) surfaces. Superoxide release (**a**) was followed by a spectrophotometric assay, while gelatinase degranulation was determined by gelatinase zymography (**b**). Cytokine, chemokine and lipid mediator levels in cell-free supernatants were determined after an incubation for 6 h (cytokines) or 1 h (LTB_4_) using ELISA assays (**c**,**g**). Gene expression changes were followed by quantitative PCR (**d**,**h**,**i**) or by Affymetrix Microarrays (**e**,**f**). (**f**) The average changes of the expression of the 50 most highly upregulated genes shown in (**e**). Kinetic curves in **a** show mean and s.e.m. of six independent experiments. Control data points were subtracted. (**b**) Representative of three independent experiments. Graphs (**c**,**d**,**f**–**i**) show mean and s.e.m. from three to five independent experiments, while the heat map in **e** represents the colour-coded mean of three independent experiments. *P<0.05; NS, statistically not significant (two-way ANOVA except for **h** and **i** where one-way ANOVA was used); see the text for actual *P* values.

**Figure 7:**
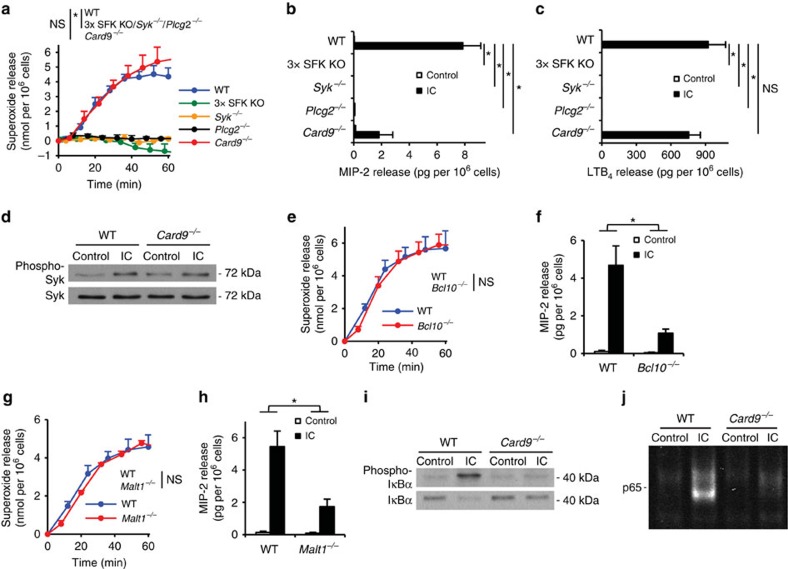
Upstream and downstream components of the CARD9 signalling pathway. (**a**–**c**) Wild type (WT), *Hck*^−/−^*Fgr*^−/−^*Lyn*^−/−^ (3 × SFK KO), Syk^−/−^, *Plcg2*^−/−^ or *Card9*^−/−^ neutrophils were placed on immobilized immune complex (IC) surfaces. Their superoxide release (**a**), MIP-2 levels (**b**) and LTB_4_ (**c**) release were determined. (**d**) WT and *Card9*^−/−^ neutrophils were plated on IC surfaces for 10 min, the phosphorylation and the total amount of Syk in cell lysates was determined by western blot after immunoprecipitation. (**e**–**h**) Bcl10^−/−^ and Malt1^−/−^ neutrophils showed similar functional phenotypes on IC surfaces like *Card9*^−/−^ neutrophils: they had intact superoxide release (**e**,**g**) and defective chemokine production (**f**,**h**). (**i**) WT and *Card9*^−/−^ neutrophils were stimulated for 20 min; the phosphorylation and degradation of IκBα was followed by western blotting from whole cell lysates. (**j)** IC-activated WT and *Card9*^−/−^ neutrophils were lysed after 20 min; the activation and nuclear translocation of NF-κB was determined by infrared dye-labelled NFκB consensus binding site probes. Kinetic curves in **a**,**e** and **g** show mean and s.e.m. of three to four independent experiments. Control data points were subtracted. Graphs in **b**,**c**,**f** and **h** represent data from two to four independent experiments. (**d**,**i,j**) Representative of two to three independent experiments. *P<0.05; NS, statistically not significant (two-way ANOVA); see the text for actual *P* values.

## References

[b1] MantovaniA., CassatellaM. A., CostantiniC. & JaillonS. Neutrophils in the activation and regulation of innate and adaptive immunity. Nat. Rev. Immunol. 11, 519–531 (2011).2178545610.1038/nri3024

[b2] NémethT. & MócsaiA. The role of neutrophils in autoimmune diseases. Immunol. Lett. 143, 9–19 (2012).2234299610.1016/j.imlet.2012.01.013

[b3] MócsaiA. Diverse novel functions of neutrophils in immunity, inflammation, and beyond. J. Exp. Med. 210, 1283–1299 (2013).2382523210.1084/jem.20122220PMC3698517

[b4] YippB. G. . Infection-induced NETosis is a dynamic process involving neutrophil multitasking *in vivo*. Nat. Med. 18, 1386–1393 (2012).2292241010.1038/nm.2847PMC4529131

[b5] ScapiniP. . The neutrophil as a cellular source of chemokines. Immunol. Rev. 177, 195–203 (2000).1113877610.1034/j.1600-065x.2000.17706.x

[b6] ScapiniP. & CassatellaM. A. Social networking of human neutrophils within the immune system. Blood 124, 710–719 (2014).2492329710.1182/blood-2014-03-453217

[b7] RothS. & RulandJ. Caspase recruitment domain-containing protein 9 signaling in innate immunity and inflammation. Trends Immunol. 34, 243–250 (2013).2352301010.1016/j.it.2013.02.006

[b8] GrossO. . Card9 controls a non-TLR signalling pathway for innate anti-fungal immunity. Nature 442, 651–656 (2006).1686212510.1038/nature04926

[b9] LeibundGut-LandmannS. . Syk- and CARD9-dependent coupling of innate immunity to the induction of T helper cells that produce interleukin 17. Nat. Immunol. 8, 630–638 (2007).1745014410.1038/ni1460

[b10] RobinsonM. J. . Dectin-2 is a Syk-coupled pattern recognition receptor crucial for Th17 responses to fungal infection. J. Exp. Med. 206, 2037–2051 (2009).1970398510.1084/jem.20082818PMC2737172

[b11] GlockerE. O. . A homozygous CARD9 mutation in a family with susceptibility to fungal infections. N Engl J Med 361, 1727–1735 (2009).1986467210.1056/NEJMoa0810719PMC2793117

[b12] DrewniakA. . Invasive fungal infection and impaired neutrophil killing in human CARD9 deficiency. Blood 121, 2385–2392 (2013).2333537210.1182/blood-2012-08-450551

[b13] RothS. . Rad50-CARD9 interactions link cytosolic DNA sensing to IL-1β production. Nat. Immunol. 15, 538–545 (2014).2477753010.1038/ni.2888PMC4309842

[b14] ZhernakovaA. . Genetic analysis of innate immunity in Crohn's disease and ulcerative colitis identifies two susceptibility loci harboring CARD9 and IL18RAP. Am. J. Hum. Genet. 82, 1202–1210 (2008).1843955010.1016/j.ajhg.2008.03.016PMC2427314

[b15] McGovernD. P. . Genome-wide association identifies multiple ulcerative colitis susceptibility loci. Nat. Genet. 42, 332–337 (2010).2022879910.1038/ng.549PMC3087600

[b16] FrankeA. . Genome-wide meta-analysis increases to 71 the number of confirmed Crohn's disease susceptibility loci. Nat. Genet. 42, 1118–1125 (2010).2110246310.1038/ng.717PMC3299551

[b17] RivasM. A. . Deep resequencing of GWAS loci identifies independent rare variants associated with inflammatory bowel disease. Nat. Genet. 43, 1066–1073 (2011).2198378410.1038/ng.952PMC3378381

[b18] PointonJ. J. . Elucidating the chromosome 9 association with AS; CARD9 is a candidate gene. Genes Immun. 11, 490–496 (2010).2046374710.1038/gene.2010.17PMC2933507

[b19] EvansD. M. . Interaction between ERAP1 and HLA-B27 in ankylosing spondylitis implicates peptide handling in the mechanism for HLA-B27 in disease susceptibility. Nat. Genet. 43, 761–767 (2011).2174346910.1038/ng.873PMC3640413

[b20] AryaR. . Genetic variants influencing joint damage in Mexican Americans and European Americans with rheumatoid arthritis. Genet. Epidemiol. 39, 678–688 (2015).2649813310.1002/gepi.21938

[b21] KirylukK. . Discovery of new risk loci for IgA nephropathy implicates genes involved in immunity against intestinal pathogens. Nat. Genet. 46, 1187–1196 (2014).2530575610.1038/ng.3118PMC4213311

[b22] HaraH. . The adaptor protein CARD9 is essential for the activation of myeloid cells through ITAM-associated and Toll-like receptors. Nat. Immunol. 8, 619–629 (2007).1748609310.1038/ni1466

[b23] HengT. S. . Immunological Genome Project, C. The Immunological Genome Project: networks of gene expression in immune cells. Nat. Immunol. 9, 1091–1094 (2008).1880015710.1038/ni1008-1091

[b24] KorganowA. S. . From systemic T cell self-reactivity to organ-specific autoimmune disease via immunoglobulins. Immunity 10, 451–461 (1999).1022918810.1016/s1074-7613(00)80045-x

[b25] SitaruC. . Induction of dermal-epidermal separation in mice by passive transfer of antibodies specific to type VII collagen. J. Clin. Invest. 115, 870–878 (2005).1584117610.1172/JCI21386PMC1070403

[b26] LiuZ. . A passive transfer model of the organ-specific autoimmune disease, bullous pemphigoid, using antibodies generated against the hemidesmosomal antigen, BP180. J. Clin. Invest. 92, 2480–2488 (1993).769376310.1172/JCI116856PMC288433

[b27] ChouR. C. . Lipid-cytokine-chemokine cascade drives neutrophil recruitment in a murine model of inflammatory arthritis. Immunity 33, 266–278 (2010).2072779010.1016/j.immuni.2010.07.018PMC3155777

[b28] WipkeB. T. & AllenP. M. Essential role of neutrophils in the initiation and progression of a murine model of rheumatoid arthritis. J. Immunol. 167, 1601–1608 (2001).1146638210.4049/jimmunol.167.3.1601

[b29] CremascoV., GrahamD. B., NovackD. V., SwatW. & FaccioR. Vav/Phospholipase Cγ2-mediated control of a neutrophil-dependent murine model of rheumatoid arthritis. Arthritis Rheum. 58, 2712–2722 (2008).1875930510.1002/art.23757PMC3004987

[b30] JakusZ., SimonE., FrommholdD., SperandioM. & MócsaiA. Critical role of phospholipase Cγ2 in integrin and Fc receptor-mediated neutrophil functions and the effector phase of autoimmune arthritis. J. Exp. Med. 206, 577–593 (2009).1927362210.1084/jem.20081859PMC2699137

[b31] JakusZ., SimonE., BalázsB. & MócsaiA. Genetic deficiency of Syk protects mice from autoantibody-induced arthritis. Arthritis Rheum. 62, 1899–1910 (2010).2020107910.1002/art.27438PMC2972644

[b32] KovácsM. . The Src family kinases Hck, Fgr, and Lyn are critical for the generation of the *in vivo* inflammatory environment without a direct role in leukocyte recruitment. J. Exp. Med. 211, 1993–2011 (2014).2522546210.1084/jem.20132496PMC4172222

[b33] SkarnesW. C. . A conditional knockout resource for the genome-wide study of mouse gene function. Nature 474, 337–342 (2011).2167775010.1038/nature10163PMC3572410

[b34] ChiriacM. T. . NADPH oxidase is required for neutrophil-dependent autoantibody-induced tissue damage. J. Pathol. 212, 56–65 (2007).1738055810.1002/path.2157

[b35] PassegueE., WagnerE. F. & WeissmanI. L. JunB deficiency leads to a myeloproliferative disorder arising from hematopoietic stem cells. Cell 119, 431–443 (2004).1550721310.1016/j.cell.2004.10.010

[b36] AbramC. L., RobergeG. L., HuY. & LowellC. A. Comparative analysis of the efficiency and specificity of myeloid-Cre deleting strains using ROSA-EYFP reporter mice. J. Immunol. Methods 408, 89–100 (2014).2485775510.1016/j.jim.2014.05.009PMC4105345

[b37] ElliottE. R. . Deletion of Syk in neutrophils prevents immune complex arthritis. J. Immunol. 187, 4319–4330 (2011).2191819510.4049/jimmunol.1100341PMC3186826

[b38] LiL. . IL-17 produced by neutrophils regulates IFN-γ-mediated neutrophil migration in mouse kidney ischemia-reperfusion injury. J. Clin. Invest. 120, 331–342 (2010).2003879410.1172/JCI38702PMC2798679

[b39] MonachP. A. . Neutrophils in a mouse model of autoantibody-mediated arthritis: critical producers of Fc receptor γ, the receptor for C5a, and lymphocyte function-associated antigen 1. Arthritis Rheum. 62, 753–764 (2010).2019162810.1002/art.27238PMC3057458

[b40] LaiK. N. Pathogenesis of IgA nephropathy. Nat. Rev. Nephrol. 8, 275–283 (2012).2243005610.1038/nrneph.2012.58

[b41] BakemaJ. E. & van EgmondM. The human immunoglobulin A Fc receptor FcαRI: a multifaceted regulator of mucosal immunity. Mucosal Immunol. 4, 612–624 (2011).2193798610.1038/mi.2011.36

[b42] MócsaiA., WalzogB. & LowellC. A. Intracellular signalling during neutrophil recruitment. Cardiovasc. Res. 107, 373–385 (2015).2599898610.1093/cvr/cvv159PMC4502828

[b43] FutosiK., FodorS. & MócsaiA. Neutrophil cell surface receptors and their intracellular signal transduction pathways. Int. Immunopharmacol. 17, 638–650 (2013).2399446410.1016/j.intimp.2013.06.034PMC3827506

[b44] BlonskaM. & LinX. NF-κB signaling pathways regulated by CARMA family of scaffold proteins. Cell Res. 21, 55–70 (2011).2118785610.1038/cr.2010.182PMC3193407

[b45] JiangC. & LinX. Regulation of NF-κB by the CARD proteins. Immunol. Rev. 246, 141–153 (2012).2243555210.1111/j.1600-065X.2012.01110.xPMC3339759

[b46] RulandJ. . Bcl10 is a positive regulator of antigen receptor-induced activation of NF-κB and neural tube closure. Cell 104, 33–42 (2001).1116323810.1016/s0092-8674(01)00189-1

[b47] WangD. . Phospholipase Cγ2 is essential in the functions of B cell and several Fc receptors. Immunity 13, 25–35 (2000).1093339210.1016/s1074-7613(00)00005-4

[b48] LowellC. A., SorianoP. & VarmusH. E. Functional overlap in the *src* gene family: inactivation of *hck* and *fgr* impairs natural immunity. Genes Dev. 8, 387–398 (1994).812525410.1101/gad.8.4.387

[b49] ChanV. W., MengF., SorianoP., DeFrancoA. L. & LowellC. A. Characterization of the B lymphocyte populations in Lyn-deficient mice and the role of Lyn in signal initiation and down-regulation. Immunity 7, 69–81 (1997).925212110.1016/s1074-7613(00)80511-7

[b50] FarleyF. W., SorianoP., SteffenL. S. & DymeckiS. M. Widespread recombinase expression using FLPeR (flipper) mice. Genesis 28, 106–110 (2000).11105051

[b51] KouskoffV. . Organ-specific disease provoked by systemic autoimmunity. Cell 87, 811–822 (1996).894550910.1016/s0092-8674(00)81989-3

[b52] CsorbaK. . Cross-reactivity of autoantibodies from patients with epidermolysis bullosa acquisita with murine collagen VII. Cell. Mol. Life Sci. 67, 1343–1351 (2010).2008442310.1007/s00018-009-0256-3PMC11115820

[b53] MócsaiA. . G-protein-coupled receptor signaling in Syk-deficient neutrophils and mast cells. Blood 101, 4155–4163 (2003).1253180610.1182/blood-2002-07-2346

[b54] KertészZ. . Phospholipase Cγ2 is required for basal but not oestrogen deficiency-induced bone resorption. Eur. J. Clin. Invest. 42, 49–60 (2012).2174936810.1111/j.1365-2362.2011.02556.xPMC3266491

[b55] JakusZ., NémethT., VerbeekJ. S. & MócsaiA. Critical but overlapping role of FcγRIII and FcγRIV in activation of murine neutrophils by immobilized immune complexes. J. Immunol. 180, 618–629 (2008).1809706410.4049/jimmunol.180.1.618PMC2647079

[b56] NémethT. . Neutrophil functions and autoimmune arthritis in the absence of p190RhoGAP: Generation and analysis of a novel null mutation in mice. J. Immunol. 185, 3064–3075 (2010).2067558810.4049/jimmunol.0904163PMC3064944

[b57] MócsaiA. . Kinase pathways in chemoattractant-induced degranulation of neutrophils: The role of p38 mitogen-activated protein kinase activated by Src family kinases. J. Immunol. 164, 4321–4331 (2000).1075433210.4049/jimmunol.164.8.4321

[b58] MócsaiA. . The immunomodulatory adapter proteins DAP12 and Fc receptor γ-chain (FcRγ) regulate development of functional osteoclasts through the Syk tyrosine kinase. Proc. Natl Acad. Sci. USA 101, 6158–6163 (2004).1507333710.1073/pnas.0401602101PMC395939

[b59] MócsaiA. . Integrin signaling in neutrophils and macrophages uses adaptors containing immunoreceptor tyrosine-based activation motifs. Nat. Immunol. 7, 1326–1333 (2006).1708618610.1038/ni1407PMC4698344

How the deposited data were processed for this re-analysis (not part of the article)

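Gene expression was measured in neutrophils of wild-type and *Card9*-/- mice after 4 h on a control surface or on immobilized immune complexes (IC), with 3 experiments of 4 arrays each. The deposited values are log2 signals per transcript cluster of an Affymetrix mouse gene array. The summarization, background correction and normalization behind them are not given in the sources used here; the array medians are nearly equal within an experiment and differ between experiments. The scale was checked against the folds of Supplementary Table 1. All 12 arrays were mapped to their groups by their labels, and the annotation table of the platform gave the gene symbols, of which 0 needed an update through a table of current genes.

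Of 35556 rows, 6612 with identifiers outside the annotated range were left out as control probe sets, and 28944 transcript clusters were tested; 476 of the tested clusters have values identical to those of an earlier one and were kept. No filter on signal was applied and no further normalization. The 4 groups were fitted together in limma 3.58.1 (R 4.3.3) by lmFit and eBayes with the experiment as a fixed block, because the labels and Supplementary Table 1 pair the arrays by experiment, with 6 residual and 5.40 prior degrees of freedom. The comparisons were IC against control within each genotype, the difference between these 2 effects, and *Card9*-/- against wild type on each surface; p values are two-sided and adjusted by the Benjamini-Hochberg method over all clusters within a comparison, with a threshold of 0.05. In a check of this pairing, correlations across clusters were 0.67 to 0.87 for the same experiment number and −0.80 to 0.36 for different numbers. These are correlations neither of the signals themselves, which were 0.944 to 0.986 between experiments, nor of the IC responses. The IC responses of the genotypes correlated at 0.132, 0.155 and 0.391 within experiments 1, 2 and 3.

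For the 50-gene average, each signal was divided by the wild-type control of the same experiment on the linear scale and averaged over the 50 top clusters of Supplementary Table 1, and the reduction is the share by which the increase of the average in *Card9*-/- cells falls short of that in wild-type cells. It was tested over the 3 experiments by an exact sign-flip test (Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3). A set of 24 gene lists (functions of neutrophils, signalling and response pathways, abundant RNA classes and markers of other cell types) was tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted over the lists of a comparison. A gene with several clusters is represented by the cluster with the highest mean signal. Genes named in the text are those the paper names, the 50 of Fig. 6e, up to 10 in each direction per comparison, chosen by size among those past the threshold or else by smallest p, in both cases with the same direction in every experiment, and the 4 members of each list with the smallest p.

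The comparisons, the lists, the naming rule and the alternatives were chosen before the data were examined, except for 5 of the alternatives, but with the top of Supplementary Table 1 in view, so that the lists are not independent of the paper. The alternatives chosen in advance were no block, the experiment as a random block, quantile normalization, median centring, only clusters above the median signal, limma-trend, a robust eBayes, only the arrays of the groups compared, a factorial test without moderation, and leaving out each experiment; for the 50-gene average they were other list sizes, selections and scales. Those chosen after seeing the data were all rows of the table with the control rows, identical clusters tested once, own controls for the 50-gene average, the top 50 by the deposited values, and a selection by the response of *Card9*-/- cells among clusters above the median signal. The procedure was tested on simulated data with the same design. Of 100 clusters with a log2 difference of 1 placed in each comparison, it recovered 89 for IC against control, 53 for the difference of the effects and 91 for the genotypes on IC; of 100 with a log2 difference of 2 it recovered 100, 95 and 99. There were 16, 6 and 10 false calls, and 4 of 4 shifted lists were recovered with 0 false ones. These numbers hold for the simulated data and can overstate recovery on the arrays. There *Il1a*, with a log2 difference of 2.42 in wild-type cells on IC, did not pass the limma test (adjusted p = 0.141). The genes of a list can also be correlated on the arrays, with an estimated correlation of 0.549 for the NF-κB list. Figures were drawn with matplotlib 3.10.9. Deposited raw array files, quantitative PCR, protein and flow cytometry measurements were not used here.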

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

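The tests of own controls, of the control rows and *Xist* in experiment 3 and of the mature neutrophil genes were chosen only after the result was seen, as were the bound set for the selections of clusters and the reading of clusters chosen by the response of *Card9*-/- cells in the experiment left out; the other selections, the test by quantile normalization and the splits of the samples were planned.

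The average response of the 50 clusters of Fig. 6e was 79.9% smaller in *Card9*-/- than in wild-type cells, but clusters picked by a large wild-type response in the same arrays favour wild-type cells. Clusters chosen by the wild-type response on 2 experiments still gave a smaller response of *Card9*-/- cells in the experiment left out. The reduction was 78.2%, 90.3% and 40.3% in experiments 1, 2 and 3. Clusters chosen by the response of *Card9*-/- cells in the same way gave a smaller response of wild-type cells, by 55.9%, 32.2% and 54.6%. The sizes of the 2 sets cannot be ranked. The first is in folds of the wild-type control and the second in folds of the own control of each genotype. For the 50 clusters of Fig. 6e, own controls alone lowered the reduction from 79.9% to 67.7%. A list chosen by one genotype thus favours that genotype even in an experiment left out, so that selection and a smaller response of *Card9*-/- cells cannot be told apart. With each genotype set against its own control the lowest reduction was 48.5%, also in experiment 3. The clusters were chosen by the wild-type response, which favours a reduction here too. This value therefore cannot tell whether the lower level of these genes on the control surface, together with selection, is the whole cause. From these arrays alone, a need for CARD9 in the average response of the 50 clusters remains a hypothesis. Here 3 experiments cannot bring it under an exact p of 0.25. Apart from the arrays, the paper reports lower IC-induced expression of the genes of IL-1β, KC, MIP-1α and MIP-2 by quantitative PCR (Fig. 6d). It also reports a lower release of MIP-1α and MIP-2 (Fig. 6c). Those measurements were not used here.

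In experiment 3 the IC responses of the 2 genotypes resembled each other, with a correlation across clusters of 0.391 against 0.132 in experiment 1 and 0.155 in experiment 2, and the median of the small nucleolar RNAs was 0.52 in wild-type and 1.20 in *Card9*-/- cells. The rows read as control probe sets from their identifiers should not respond to IC. They also correlated between the genotypes in experiment 3 (0.226 against 0.0133 and 0.0487). Their median moved in opposite directions, by −0.351 in wild-type and 0.0731 in *Card9*-/- cells, so that a technical shift of the IC arrays of experiment 3 stays open. This median was 5.01 on the wild-type control array, 4.66 on wild-type IC, and 4.74 and 4.81 on the *Card9*-/- control and IC arrays. The wild-type control array was the highest, so that the −0.351 may lie in this array rather than in the IC array. The same control array enters each wild-type response and fold of experiment 3. The log2 signal of *Xist* was between 3.16 and 3.79 in experiment 3, and the mean of experiments 1 and 2 was higher by 7.17, which suggests male mice in experiment 3 and female mice in the others. Sex cannot be told apart from any other difference between experiment 3 and the others, because sex and experiment coincide. An IC response that does not need CARD9 was not tested separately and stays open.

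On the IC surface the NF-κB list was lower in *Card9*-/- than in wild-type cells, by a median log2 difference of −1.05. A lower share of neutrophils in the *Card9*-/- preparations would lower the mature neutrophil genes by about as much, but their lower quartile was −0.048. With quantile normalization the median of the list was −1.06 (SD between experiments 0.352), which argues against the scaling of the arrays. What stays open is chance for a list of correlated genes, since the call is lost with an estimated correlation (adjusted p = 0.137), and, as a hypothesis not tested on the arrays, a lower activity of NF-κB without CARD9, for which the paper gives protein measurements (Fig. 7i,j).

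The IC response differed between the genotypes by camera for 5 lists, with medians of −0.64 for the NF-κB genes (−0.90 in experiment 1, −0.47 and −0.31 in the others), −0.16 for chemokines and cytokines, 0.24 for small nucleolar RNAs (0.070, 0.10 and 0.62 by experiment; adjusted p = 1.38e-07), 0.13 for secondary granule and mature neutrophil genes and 0.083 for cell cycle genes, which were below 0 in experiment 2 (adjusted p = 0.0205 for each of the last 2), and for none of the 5 with an estimated correlation (adjusted p = 0.788 for each). *Tnf*, *Icam1* and *Nfkbie* moved up in every wild-type and down in every *Card9*-/- experiment, and their responses differed by −1.51, −1.46 and −1.19, which did not pass the limma test (adjusted p = 0.999 for each); without experiment 1 the differences were −0.97, −0.94 and −0.75. Outside the genes that the text of the paper discusses, the interferon-stimulated genes had a median difference between the genotypes of −0.38 on the control surface, where 11 clusters were lower in *Card9*-/- cells, and the immunoglobulin clusters had a median on IC that was 1.19 higher in *Card9*-/- cells; Supplementary Table 1 also gives folds for *Card9*-/- cells on both surfaces.

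Each comparison of 3 arrays with 3 has 10 splits, too few for a share under 0.05. The numbers of clusters past the threshold in the order wild type IC against control, *Card9*-/- IC against control, difference of the effects, genotypes on the control surface and genotypes on IC were 0, 0, 0, 11 and 47 in the real split, and the highest in the others were 0, 0, 0, 1 and 0; 10, 10, 10, 1 and 1 of the splits gave as many as the real one. For the lists past the threshold with camera the real numbers were 9, 11, 5, 17 and 14 and the highest in the others 13, 11, 14, 15 and 14, and 6, 3, 7, 1 and 2 splits gave as many. Among the splits that, like the real one, part the arrays of every experiment, the highest other numbers of lists were 13, 6, 8, 15 and 12; the remaining splits keep both arrays of an experiment together in 2 of the experiments.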

How the results depend on the processing

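The settings with all rows of the table, with identical clusters tested once, with own controls, with the top 50 by the deposited values (73.6%) and with a selection among clusters above the median signal were chosen only after the result was seen. The counts of 0 for IC against control in *Card9*-/- cells and for the difference of the effects stayed at 0 under every setting run. For wild-type cells the count was 7 with the experiment as a random replicate block and 1 to 51 when an experiment was left out. For the genotypes on the control surface (11) it was 1 with no replicate block, 6 with a robust eBayes, 7 with only the arrays compared, 0 without moderation, 2 with all rows, 5 with identical clusters tested once and 2 to 7 when an experiment was left out. For the genotypes on IC (47) it was 0 with no replicate block, 105 with a random one, 22 with median centring, 173 with only the arrays compared, 0 without moderation, 14 with all rows, 32 with identical clusters tested once and 3 to 116 when an experiment was left out; with quantile normalization it was 44, with 5 higher and 39 lower. The higher and lower clusters on IC numbered 3 and 19 with median centring, 4 and 30 with limma-trend and 0 and 14 with all rows. They numbered 4 and 28 with identical clusters tested once, 20 and 85 with a random block and 72 and 101 with only the arrays compared. The cause of these changes was not tested. Lists past the threshold (9, 11, 5, 17 and 14) numbered 0, 0, 0, 1 and 0 with an estimated correlation; when an experiment was left out they numbered 7 to 8 in *Card9*-/- cells, 4 to 10 for the difference of the effects and 11 to 16 on the control surface. The 50-gene reduction kept its direction and lay between 69.8% and 83.1% under the other settings, was 67.7% with own controls, and turned when the clusters were chosen by the response of *Card9*-/- cells, where wild-type cells showed the smaller response by 85.0%, or by 53.8% among clusters above the median signal. Quantile normalization moved array medians by up to 0.38 on the log2 scale. Of 78 gene values named in the text or the plots, 18 were past the threshold; 17 of these fell short without the block, 6 with quantile normalization, and 8, 17 and 9 without experiments 1, 2 and 3, while 1 more passed in each of the last 3 cases. Among these 78 the sign turned for 4 values, none past the threshold. For the difference of the effects they were *Ccl3* (−0.043 to 0.39 when an experiment was left out) and *Il1b* (−0.25 to 0.097). For the genotype difference on the control surface they were *Ly6g* (−0.17 to 0.0061) and, under 2 settings, *Fcgr2b* (−0.0032 without experiment 2, range −0.038 to 0.057). The difference of the effects for *Cd14*, which is not among the 78, also turned without experiment 1. Arrays carry background signal, so that small changes of genes near it are not seen.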

Differences from the paper's values

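None of the 150 folds and 4 averages that could be set beside values of the paper differed from them both by more than the error and by more than 1.5 times. This rule is lenient for folds of the same arrays, because a value beyond 1.5 times is not counted when it lies within the error. The wild-type fold of *Il10* on IC, 3.88 here and 2.31 in the paper, is such a value. Over the 1993 clusters of Supplementary Table 1 in hand, the median log2 difference between the folds from the deposited values and the paper's folds was 0.03 for wild-type cells on IC, −0.22 for *Card9*-/- cells on the control surface and −0.19 for *Card9*-/- cells on IC. For the 50-gene average the paper gives a p far below its threshold by two-way ANOVA; with the experiment as the unit, the exact sign-flip test gave p = 0.25, the smallest that 3 experiments allow.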

Other observations

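The test on B cells was chosen only after the result was seen; the test on the neighbours of *Card9* was planned. The array values of genes that the paper measured by quantitative PCR or as surface protein were as follows. *Cxcl1*, which encodes KC, had a log2 difference between IC and control of 0.87 in wild-type cells (adjusted p = 0.262, higher in 3 of 3 experiments), and its response differed between the genotypes by −0.86 (adjusted p = 0.999, below 0 in 3 of 3). For *Cxcl2* the responses differed by −0.49 (below 0 in 3 of 3). *Ccl3*, which encodes MIP-1α, had a log2 difference of 0.26 in wild-type cells, and its response differed between the genotypes by 0.22. For *Il1b* these values were 0.48 and −0.08. Without experiment 1 the wild-type values were 0.10 for *Ccl3* and 0.005 for *Il1b*. The mean signal itself was lower in *Card9*-/- than in wild-type cells on both surfaces. The log2 differences on the control surface and on IC were −0.54 and −0.31 for *Ccl3* and −0.23 and −0.32 for *Il1b*. *Alox5*, *Alox5ap* and *Lta4h*, whose products make LTB_4_, had log2 differences of −0.19, −0.15 and −0.16 in wild-type cells. On the control surface the genotypes differed by −0.06 for *Ly6g*, 0.01 for *Fcgr2b*, −0.17 for *Fcgr3* and −0.27 for *Fcgr4*. None of these passed the limma test.

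Other lists gave the following medians in wild-type cells on IC, with the camera p. NRF2 antioxidant genes were higher by 0.28 (adjusted p = 3.98e-04; adjusted p = 0.722 with an estimated correlation) and pattern recognition and inflammasome genes by 0.30 (0.00302; adjusted p = 0.758 with an estimated correlation). Ribosomal protein genes had a median of 0.11 (adjusted p = 0.00458, and 0.837 with an estimated correlation), Fc receptor and proximal signalling genes −0.12 (0.0347 and 0.758), leukotriene genes −0.15 (0.0347 and 0.722) and secondary granule and mature neutrophil genes −0.07 (0.00959 and 0.722). In experiments 1, 2 and 3 the medians were 0.50, 0.36 and −0.14 for the NRF2 genes, 0.69, 0.17 and −0.13 for pattern recognition and inflammasome genes, −0.070, −0.005 and 0.36 for ribosomal protein genes and 0.054, −0.069 and −0.31 for Fc receptor genes, so that each of these 4 lists had the opposite sign in at least 1 experiment. The lists of prostaglandin synthesis (0.11), primary granules (−0.10), interferon-stimulated genes (0.004), cell cycle (−0.027), glycolysis and hypoxia (−0.013), apoptosis regulators (0.08), small nucleolar RNAs (0.18) and histones (0.11) did not pass; the camera direction of the interferon-stimulated genes was down and their mean −0.013, and that of the glycolysis and hypoxia genes was down with a mean of 0.015. Nor did the markers of monocytes and macrophages (0.04), B cells (0.09), T and NK cells (0.05), eosinophils, basophils and mast cells (−0.14), erythroid cells (−0.00058), platelets (0.13) and dendritic cells (0.10). Over the whole array, 626 clusters were above the control in every wild-type and below it in every *Card9*-/- experiment, against 180 with the reverse pattern; the medians over all clusters, 0.039 in wild-type and −0.011 in *Card9*-/- cells, favour the former.

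In *Card9*-/- cells on IC the small nucleolar RNAs had a median of 0.37 (camera adjusted p = 2.81e-22; adjusted p = 0.436 with an estimated correlation) and the histone genes one of 0.16 (1.41e-05 and 0.436). The medians by experiment for the small nucleolar RNAs were 0.04, 0.10 and 1.20, and those for the histone genes 0.087, −0.027 and 0.44. Also higher were NRF2 genes (median 0.10, camera adjusted p = 0.00456) and pattern recognition and inflammasome genes (0.11, 0.0182). So were ribosomal protein genes (0.049, 0.0284), interferon-stimulated genes (0.095, 0.0450), cell cycle genes (0.040, 0.0453) and B-cell markers (0.23, 0.0355). The B-cell medians by experiment were 0.086, 0.078 and 0.50, and the medians of the other lists just named changed sign between experiments. Here no list passed with an estimated correlation.

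The 15 immunoglobulin clusters had a median log2 difference between *Card9*-/- and wild-type cells of 0.74 on the control surface and of 1.19 on IC; 14 were above 0 on each surface, 0 passed the limma test on the control surface and 3 passed on IC. A hypothesis is that the *Card9*-/- preparations held more B cells. The B-cell markers were higher in *Card9*-/- cells on both surfaces, with a lower median of 0.442 on the control surface, and experiment 2, with the smallest immunoglobulin differences (0.54 and 0.78), also had the smallest B-cell medians (0.008 and 0.071), so that the values are consistent with it. *Cd79b*, for example, had log2 signals of 7.87 in wild-type and 8.45 in *Card9*-/- cells on the control surface. Other differences between the mice remain open.

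A second hypothesis is that a chromosome segment carried along with the *Card9* mutation adds to the genotype differences. Of the 40 genes that neighbour *Card9* in the GRCm38 gene order, 20 on each side, 2.5% had an unadjusted p under 0.05 on the control surface (95% exact Clopper-Pearson interval 0.0633 to 13.2%), against 4.64% of all clusters. On IC, 4 of the 40 (10%) had an unadjusted p under 0.05, against 9.13% of all clusters. The interval lies below 3 times the share of all clusters but reaches past 1.5 times, so that 40 genes are too few to exclude such a segment.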
